# Microglial cannabinoid receptor type 1 mediates social memory deficits in mice produced by adolescent THC exposure and 16p11.2 duplication

**DOI:** 10.1038/s41467-023-42276-5

**Published:** 2023-10-25

**Authors:** Yuto Hasegawa, Juhyun Kim, Gianluca Ursini, Yan Jouroukhin, Xiaolei Zhu, Yu Miyahara, Feiyi Xiong, Samskruthi Madireddy, Mizuho Obayashi, Beat Lutz, Akira Sawa, Solange P. Brown, Mikhail V. Pletnikov, Atsushi Kamiya

**Keywords:** Cellular neuroscience, Development of the nervous system

## Abstract

Adolescent cannabis use increases the risk for cognitive impairments and psychiatric disorders. Cannabinoid receptor type 1 (Cnr1) is expressed not only in neurons and astrocytes, but also in microglia, which shape synaptic connections during adolescence. However, the role of microglia in mediating the adverse cognitive effects of delta-9-tetrahydrocannabinol (THC), the principal psychoactive constituent of cannabis, is not fully understood. Here, we report that in mice, adolescent THC exposure produces microglial apoptosis in the medial prefrontal cortex (mPFC), which was exacerbated in a model of 16p11.2 duplication, a representative copy number variation (CNV) risk factor for psychiatric disorders. These effects are mediated by microglial Cnr1, leading to reduction in the excitability of mPFC pyramidal-tract neurons and deficits in social memory in adulthood. Our findings suggest the microglial Cnr1 may contribute to adverse effect of cannabis exposure in genetically vulnerable individuals.

## Abstract (web summary)

Exposure to cannabis in adolescence is associated with increased risk of psychiatric disorders. Here, in a mouse model of 16p11.2 duplication, the authors identified a role of microglial Cnr1 for mediating the adverse effect of THC exposure on mPFC maturation and social memory.

## Introduction

Adolescent cannabis use is associated with an increased risk for psychiatric disorders and cognitive abnormalities^1–3^. The adverse effects of cannabis are mainly mediated by delta-9-tetrahydrocannabinol (THC), the principal psychoactive constituent of cannabis^4^. The effect of THC on brain function is known to result from its binding to the cannabinoid receptor type 1 (Cnr1) on presynaptic terminals, thereby modulating cognitive function^1,5–7^. However, recent studies have highlighted the importance of Cnr1 expressed on astrocytes in mediating THC-induced cognitive deficits^8–11^. Interestingly, Cnr1 is also expressed in microglia, which play critical roles in synaptic pruning during brain maturation^12,13^ and in the control of social and cognitive function^14,15^. The pathological implication of microglia in various psychiatric disorders of neurodevelopmental origin has gained significant attention in recent years^16^. Nevertheless, the role of microglia in mediating the adverse cognitive effects of THC exposure remains unexplored.

The contribution of cannabis use to risk for psychiatric disorders appears to be modulated by genetic vulnerability to psychosis in the context of gene-environment interaction (GxE)^1^. Thus, an unmet need exists in determining the convergent mechanisms whereby adolescent cannabis exposure interacts with genetic susceptibility to psychiatric disorders, ultimately producing adult psychopathology and cognitive impairments. The ~600-kb duplication (breakpoint 4[BP4]-BP5) on 16p11.2 (16p11dup) is a copy number variation (CNV) that reproducibly increases the risk for a range of cognitive defects present in psychiatric disorders^17^. Preclinical studies have shown that the 16p11dup mouse model exhibits behavioral abnormalities in cognitive domains, as well as abnormalities in the dendritic structure of pyramidal neurons and in the GABAergic synapses of the prefrontal cortex (PFC), an area critically involved in social and cognitive functions^18–20^. Nonetheless, potential GxE in the 16p11dup model has yet to be investigated.

Here we sought to identify the role of microglia for the adverse effects of THC exposure on adolescent brain maturation and cognitive functions. We explored whether and how adolescent THC exposure affects microglial function via cannabinoid receptors and whether 16p11dup exacerbates these effects, leading to alterations in PFC function and impairments in social and cognitive function in adulthood.

## Results

### Cnr1 is expressed in the microglia of mouse brains

We first explored cell type-specific expression of Cnr1 in the mouse brain. CD45^+^CD11b^+^TMEM119^+^ microglia, ACSA-2^+^ astrocytes, and NeuN^+^ neurons from the cerebral cortex of wild type mice were isolated by fluorescence activated cell sorting (FACS) at postnatal day 90 (P90) (Fig. 1a). We confirmed that Cnr1 mRNA is expressed in microglia, though to a lesser extent than in neurons and astrocytes (Fig. 1b). Using the same approach, we also found that microglial Cnr1 mRNA expression was suppressed in *Cnr1*^*flox/flox*^ mice crossed with the *Cx3cr1*^*CreER*^ line (*Cx3cr1*^*CreER/+*^;*Cnr1*^*flox/flox*^ mice which were given tamoxifen orally once a day for 5 consecutive days), as compared to littermate controls. There were no such changes in Cnr1 expression in neurons or astrocytes between these groups (Fig. 1c). In order to confirm Cnr1 expression at the protein level, we used magnetic activated cell sorting (MACS) to isolate microglia-enriched CD11b^+^ cells, ACSA-2^+^ astrocytes, and remaining cells including neurons from the cerebral cortex of *Cx3cr1*^*CreER/+*^;*Cnr1*^*flox/flox*^ mice and littermate controls (*Cx3cr1*^*CreER/+*^;*Cnr1*^*+/+*^). We used this approach as it produces a higher cell yield than FACS with over 95% of collected CD11b^+^ cells being microglia^21^. Western blot analysis showed that the ~50 kDa major immunoreactive band, which was previously identified as the Cnr1 protein^22–24^, was detected at lower levels in CD11b^+^ cells than in ACSA-2^+^ astrocytes and remaining cells (Fig. 1d, Supplementary Fig. 1). ~50 kDa protein expression was specifically suppressed in the microglia-enriched CD11b^+^ cells of *Cx3cr1*^*CreER/+*^;*Cnr1*^*flox/flox*^ mice (Fig. 1d, Supplementary Fig. 1). Altogether, these results provide compelling evidence for Cnr1 expression in microglia.

**Fig. 1:**
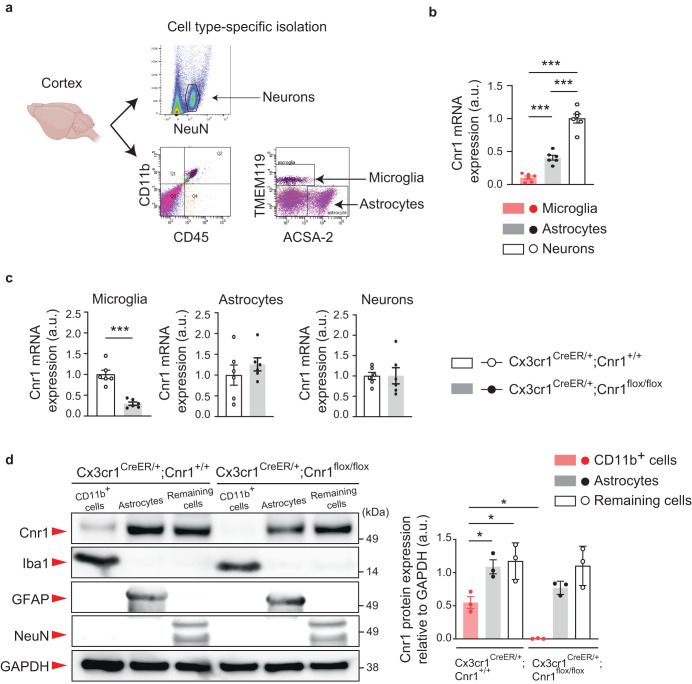
Cnr1 expression in the microglia of the mouse brain. **a** Experimental flow of Fluorescence-Activated Cell Sorting (FACS)-based microglia (CD45^+^CD11b^+^TMEM119^+^), astrocyte (ACSA-2^+^), and neuron (NeuN^+^) isolation using specific cell markers. **b** Relative mRNA expression levels (arbitrary units: a.u.) of Cnr1 in microglia, astrocytes, and neurons isolated from wild type mice were measured by quantitative real time PCR (qPCR) using the TaqMan assay protocol. *n* = 6 mice per group. ***p < 0.001, **p < 0.01 (*p* values are Microglia versus Astrocytes: *p* = 0.0010, Microglia versus Neurons: *p* < 0.0001, Astrocytes versus Neurons: *p* < 0.0001), determined by one-way ANOVA with post hoc Tukey test. **c** Relative mRNA expression levels (arbitrary units: a.u.) of Cnr1 in microglia, astrocytes, and neurons isolated from *Cx3cr1*^*CreER/+*^;*Cnr1*^*+/+*^ and *Cx3cr1*^*CreER/+*^;*Cnr1*^*flox/flox*^ mice were measured by qPCR. *n* = 6 mice per group. ***p < 0.001 (*p* values are *p* < 0.0001), determined by unpaired two-tailed Student’s *t* test. **d** Microglia-enriched CD11b^+^ cells, ACSA-2^+^ astrocytes, and remaining cells including neurons were collected from the cerebral cortex of *Cx3cr1*^*CreER/+*^;*Cnr1*^*flox/flox*^ mice and littermate controls (*Cx3cr1*^*CreER/+*^;*Cnr1*^*+/+*^) by magnetic activated cell sorting (MACS). For each cell type, expression of Cnr1, marker proteins (Iba1, GFAP, NeuN) and a loading control (GAPDH) in the total protein (arbitrary units: a.u.) were analyzed with SDS-PAGE followed by Western blotting with 10 μg of protein sample loaded in each well. *n* = 3 mice per group. *p < 0.05 (*p* values are *Cnr1*^*+/+*^ Cd11b^+^ cells versus *Cnr1*^*+/+*^ Astrocytes: *p* = 0.0495, *Cnr1*^*+/+*^ Cd11b^+^ cells versus *Cnr1*^*+/+*^ Remaining cells: *p* = 0.0204, *Cnr1*^*+/+*^ Cd11b^+^ cells versus *Cnr1*^*flox/flox*^ Cd11b^+^ cells: *p* = 0.0479), determined by two-way ANOVA with post hoc Tukey test. **b**–**d** Each symbol represents one animal. Data are presented as the mean ± s.e.m.

### Adolescent THC exposure and 16p11dup produce microglial changes in the mPFC

We next explored the effects of adolescent THC treatment and 16p11dup on microglia. Using previously published protocols^25–28^, male and female 16p11dup or wild type littermate control mice were chronically treated with a single daily subcutaneous injection of THC during adolescence P30-P51, corresponding to human adolescence from 12 to 19 years of age^29^ (Fig. 2a). At P51, upon completion of adolescent THC treatment in the wild type male mice, we found a reduction of Iba1 mRNA expression in the mPFC, but not other brain regions involved in social and cognitive functions, including ventral and dorsal hippocampus, nucleus accumbens, and amygdala (Supplementary Fig. 2). Iba1 expression was also reduced in the mPFC of 16p11dup male mice, but not in other tested brain regions (Supplementary Fig. 2). Interestingly, mPFC-specific Iba1 reduction was more severe in 16p11dup mice treated with THC during adolescence than in either wild type mice treated with THC or 16p11dup predisposition alone, suggesting an mPFC-specific GxE effect on microglia (THC × 16p11dup interaction for Iba1 expression [*F*_1,31_ = 4.207, *p* = 0.0488]) (Supplementary Fig. 2). We also performed co-staining experiments for Iba1 and P2ry12, which label putative non-activated/homeostatic microglia^30,31^. We found that adolescent THC treatment and 16p11dup separately reduced the number of both Iba1^+^P2ry12^+^ and Iba1^+^P2ry12^−^ microglia in the mPFC while increasing the percentage of Iba1^+^P2ry12^−^ microglia in the total Iba1^+^ microglia (Fig. 2b). These findings were consistent with the observed effects of THC and 16p11dup on mPFC microglial morphology, including a reduction in their cellular processes and an increase in the size of their cell bodies (Fig. 2c). It is worth noting that these phenotypes were exacerbated in 16p11dup mice treated with THC during adolescence (THC × 16p11dup interaction for the number of Iba1^+^P2ry12^+^ microglia [*F*_1,20_ = 21.80, *p* = 0.0001] and Iba1^+^P2ry12^−^ microglia [*F*_1,20_ = 5.385, *p* = 0.0310], cellular process area [*F*_1,16_ = 5.697, *p* = 0.0297], and cell body size [*F*_1,16_ = 34.16, *p* < 0.0001]) (Fig. 2b, c). Interestingly, we did not observe these microglial changes in young adulthood (P72), following a 3-week abstinence period after the THC treatment (Supplementary Fig. 3a–c). Although our previous studies reported the impact of THC on astrocyte function in another GxE context^26^, neither adolescent THC treatment nor 16p11dup had an effect on the number of Aldh1l1^+^ astrocytes in these brain regions (Supplementary Fig. 3d). Neither adolescent THC treatment nor 16p11dup predisposition affected Iba1 mRNA expression or the total number of Iba1^+^ microglia in the female mice (Supplementary Fig. 3e, f).

**Fig. 2:**
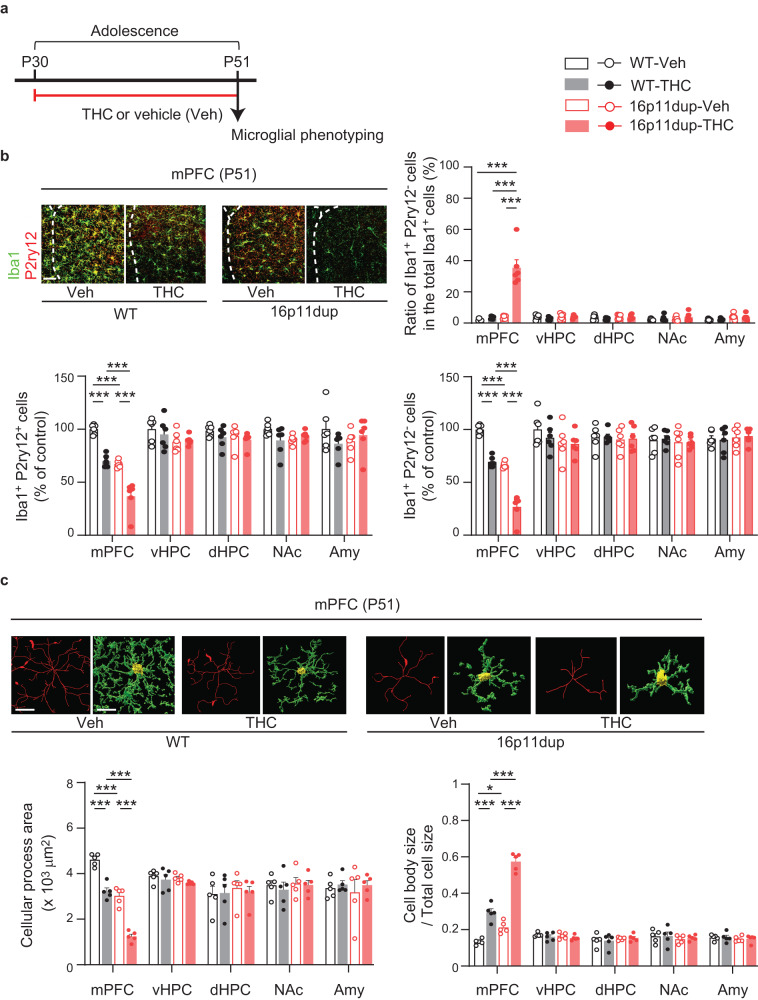
Microglial changes in the mPFC of 16p11dup male mice produced by adolescent THC treatment. **a** Schematic diagram of the adolescent THC treatment protocol. 16p11dup mice and wild type littermate controls (WT) were treated with THC or vehicle (Veh) during adolescence, followed by microglial phenotyping at P51 upon completion of THC treatment. **b** (Top left) Immunohistochemistry of Iba1 (green) and P2ry12 (red) in the medial prefrontal cortex (mPFC) at P51. Scale bar, 50 μm. (Top right) The percentage of Iba1^+^P2ry12^−^ cells among all Iba1^+^ cells in the mPFC, ventral hippocampus (vHPC), dorsal hippocampus (dHPC), nucleus accumbens (NAc), and amygdala (Amy). (Bottom left) The number of Iba1^+^P2ry12^+^ cells and (bottom right) Iba1^+^P2ry12^−^ cells in these brain regions, presented as % of control (*n* = 6 slices in 3 mice per condition). **c** Microglial morphology analysis of individual Iba1^+^ cells in these brain regions. (Top) Representative tracing images (red) along with images of cellular processes (green) and cell bodies (yellow) of Iba1^+^ cells. Scale bar, 10 μm. (Bottom left) Quantification of cellular process area of Iba1^+^ cells (*n* = 50 cells in 5 mice per condition). (Bottom right) Quantification of the ratio of cell body size to total cell size of Iba1^+^ cells (*n* = 50 cells in 5 mice per condition). ***p < 0.001, *p < 0.05 (*p* values are (**b**) (Top right) all: *p* < 0.0001, (Bottom left) all: *p* < 0.0001, (Bottom right) all: *p* < 0.0001, (**c**) (Left) all: *p* < 0.0001, (Right) WT-Veh versus WT-THC: *p* < 0.0001, WT-Veh versus 16p11dup-Veh: *p* = 0.0229, WT-THC versus 16p11dup-THC: *p* < 0.0001, 16p11dup-Veh versus 16p11dup-THC: *p* < 0.0001), determined by two-way ANOVA with post hoc Tukey test. Each symbol represents one slice (**b**) and one animal (**c**). Data are presented as the mean ± s.e.m.

### Adolescent THC exposure and 16p11dup produce microglial apoptosis in the mPFC

THC induces apoptosis in peripheral immune cells, such as dendritic cells^32,33^. Therefore, using primary microglia cultures produced from male mice, we next sought to examine whether THC treatment induces microglial apoptosis via cannabinoid receptor signaling and whether these microglial phenotypes are enhanced by 16p11dup predisposition. We observed that THC treatment increased microglial apoptosis and reduced their cellular area and processes (Fig. 3a, c–f). In line with the possible role of 16p11dup genes in microglial biology^34–37^, THC-induced microglial apoptosis was synergistically exacerbated by 16p11dup (THC × 16p11dup interaction for microglial apoptosis [*F*_1,44_ = 188.2, *p* < 0.0001]) (Fig. 3a, e). THC-induced morphological changes were worsened by 16p11dup (Fig. 3c, d, f). In contrast, 22q11 deletion, another major CNV conferring higher risk of psychiatric disorders^38^, did not enhance these microglial phenotypes produced by THC treatment (Supplementary Fig. 4a, c–f). Notably, genetic deletion of *Cnr1*, but not *Cnr2* that is primarily expressed in immune cells including microglia^39^, blocked THC-induced microglial apoptosis and morphological changes (Fig. 3g, i–l). There was no effect of THC treatment on necrotic cell death of microglia from these mouse models (Fig. 3b, e, h, k, Supplementary Fig. 4b, e).

**Fig. 3:**
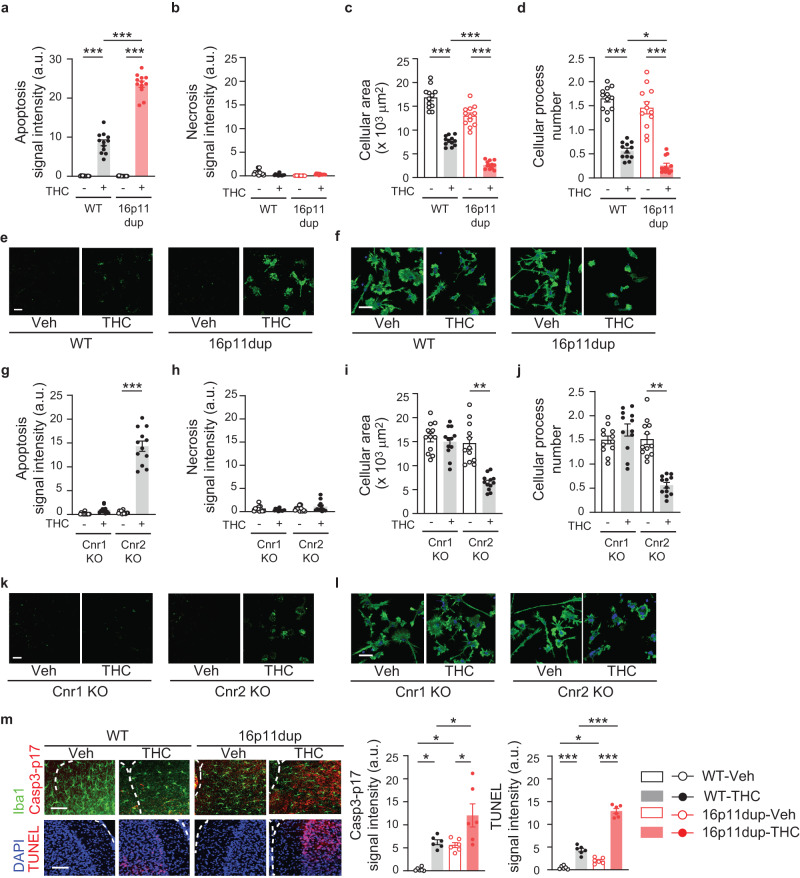
THC-induced Cnr1-mediated microglial apoptosis is exacerbated by 16p11dup. **a** Apoptosis assay of primary microglia cultures produced from WT and 16p11dup male mice. Quantification of signal intensity (arbitrary units: a.u.) of apoptosis marker apopxin (*n* = 12 fields in 3 mice per condition). **b** Necrosis assay of primary microglia cultures produced from WT and 16p11dup male mice. Quantification of signal intensity (arbitrary units: a.u.) of necrosis marker 7-AAD (*n* = 12 fields in 3 mice per condition). **c** Quantification of cellular process area of phalloidin-stained microglia cultures produced from WT and 16p11dup male mice (*n* = 12 fields in 3 mice per condition). **d** Quantification of cellular process number of phalloidin-stained microglia cultures produced from WT and 16p11dup male mice (*n* = 12 fields in 3 mice per condition). **e** Representative images of microglia cell cultures produced from WT and 16p11dup male mice in apoptosis and necrosis assays. Apopxin (green) and 7-AAD (red) are shown. Scale bar, 50 μm. **f** Immunohistochemistry with antibody against phalloidin (green) of primary microglia cultures produced from WT and 16p11dup male mice. Scale bar, 25 μm. **g** Apoptosis assay of primary microglia cultures produced from genetic deletion of *Cnr1* (Cnr1 KO) and genetic deletion of *Cnr2* (Cnr2 KO) male mice. Quantification of signal intensity (arbitrary units: a.u.) of apopxin (*n* = 12 fields in 3 mice per condition). **h** Necrosis assay of primary microglia cultures produced from Cnr1 KO and Cnr2 KO male mice. Quantification of signal intensity (arbitrary units: a.u.) of 7-AAD (*n* = 12 fields in 3 mice per condition). **i** Quantification of cellular process area of microglia cultures produced from Cnr1 KO and Cnr2 KO male mice. (*n* = 12 fields in 3 mice per condition). **j** Quantification of cellular process number of microglia cultures of Cnr1 KO and Cnr2 KO male mice (*n* = 12 fields in 3 mice per condition). **k** Representative images of microglia cell cultures produced from Cnr1 KO and Cnr2 KO male mice in apoptosis and necrosis assays. Apopxin (green) and 7-AAD (red) are shown. Scale bar, 100 μm. **l** Immunohistochemistry with antibody against phalloidin (green) of primary microglia cultures of Cnr1 KO and Cnr2 KO male mice. Scale bar, 25 μm. **m** Representative images of immunohistochemistry of Iba1 (green) and Casp3-p17 (red) (top left) as well as TUNEL signals (red) and DAPI (blue) (bottom left) in the mPFC at P51. Scale bar, 50 μm. Quantification of signal intensity (arbitrary units: a.u.) of Casp3-p17 and TUNEL (right) (*n* = 6 mice per group). ***p < 0.001, **p < 0.01, *p < 0.05 (*p* values are (**a**) all: *p* < 0.0001, (**c**) all: *p* < 0.0001, (**d**) WT-vehicle (Veh) versus WT-THC: *p* < 0.0001, WT-THC versus 16p11dup-THC: *p* = 0.0410, 16*p*11dup-Veh versus 16p11dup-THC: *p* < 0.0001, (**m**) (Left) WT-Veh versus WT-THC: *p* = 0.0230, WT-Veh versus 16p11dup-Veh: *p* = 0.0471, WT-THC versus 16p11dup-THC: *p* = 0.0249, 16p11dup-Veh versus 16p11dup-THC: *p* = 0.0119, (Right) WT-Veh versus WT-THC: *p* < 0.0001, WT-Veh versus 16p11dup-Veh: *p* = 0.0376, WT-THC versus 16p11dup-THC: *p* < 0.0001, 16p11dup-Veh versus 16p11dup-THC: *p* < 0.0001), determined by two-way ANOVA with post hoc Tukey test. ***p < 0.001 (*p* values are (**g**) *p* < 0.0001, (**i**) *p* < 0.0001, (**j**) *p* < 0.0001), determined by unpaired two-tailed Student’s *t* test. Each symbol represents one field (**a**–**d**, **g**–**j**) and one animal (**m**). Data are presented as the mean ± s.e.m.

To obtain in vivo evidence of microglial apoptosis in the mPFC, we measured the expression of the active subunit of Caspase3-p17, a marker of the ‘before the point of no return’ in apoptosis with co-labeling for Iba1, and DNA fragmentation (TUNEL), a marker of the ‘after the point of no return’, at P51 upon completion of adolescent THC treatment. Adolescent THC treatment increased the immunoreactivity of Caspase3-p17 in the Iba1^+^ cells and TUNEL signals and these were enhanced in the 16p11dup mice (THC × 16p11dup interaction for Caspase3-p17 immunoreactivity [*F*_1,20_ = 5.023, *p* = 0.0365] and TUNEL signals [*F*_1,20_ = 94.36, *p* < 0.0001]) (Fig. 3m). These results suggest that adolescent THC treatment induces *Cnr1*-mediated microglial apoptosis in the mPFC, which was specifically exacerbated by 16p11dup predisposition.

### p53 signaling mediates the convergent effect of adolescent THC exposure and 16p11dup on microglial apoptosis

To gain molecular insights into the THC-induced microglial apoptosis in the GxE context, we performed RNA sequencing (RNA-seq)-based analyses to determine transcriptome changes in the microglia produced by adolescent THC treatment and 16p11dup. 

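The transcriptome of FACS-isolated mPFC microglia was measured in 18 libraries. These were 6 from vehicle-treated wild-type mice (WT-Veh), 4 from THC-treated wild-type mice (WT-THC), 4 from vehicle-treated 16p11dup mice (16p11dup-Veh) and 4 from THC-treated 16p11dup mice (16p11dup-THC). THC was given at 8 mg/kg from postnatal day 30 to day 51, when the cells were collected. The most abundant transcript was Rn45s, the ribosomal RNA precursor, with a mean of 10.11% of the counts per library. Malat1, a nuclear long noncoding RNA, made up 2.66%. Cst3, which encodes cystatin C, made up 1.6%, and Csf1r, the receptor for colony-stimulating factor 1, made up 0.71%. The authors counted reads per gene with RSEM, without using the strand, and deposited log2 CPM, which are counts scaled to library size as the voom function of limma writes them. The expected counts recovered from these values ranged from 7045444 to 15459286 per library. Groups were compared in one limma model over the 18 libraries, with voom weights and the percentage of mapped reads as a covariate. Tests were two-sided, and FDR denotes the Benjamini-Hochberg adjusted p over all 22428 genes of the table. Gene lists were compared with all other genes by camera, with a preset inter-gene correlation of 0.01 and adjustment over 38 lists. Levels are given as mean CPM ± SD between libraries, and p-values of single genes measure the spread between these libraries. Fisher's exact tests of lists take genes as their units and do not measure that spread. Camera with a preset correlation does not estimate the correlation between genes from these libraries. Where genes overlap, their reads may be uncertain in these counts. Other protein-coding genes overlap the spans, introns included, of Tub, Cx3cr1, P2ry12, Itgam, Csf1r, Irf5, Srsf2, Nrbp1, Atp8a1, Nhsl2, Mier1, Bad and Fbxw7. The recovered counts of Tub, Cx3cr1, P2ry12 and Itgam were whole numbers in every library, so they show no reads divided between genes. Some counts of Cox7c and Fcgr3 were not whole, although no other protein-coding gene overlaps them.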

For this purpose, we isolated CD11b^+^/CD45^+^/P2ry12^+^ microglia from the mPFC at P51 using fluorescence-activated cell sorting (FACS) (Fig. 4a). FACS-isolated microglia were subjected to RNA-seq analysis using the Smart-seq2 protocol that is applicable for a limited number of FACS-collected cells with full-length coverage (Supplementary Fig. 5a, b). After the false discovery rate (FDR) correction (*p*_*FDR-corrected*_ < 0.10), we found the up-regulation of *ubiquitin specific peptidase 53* (*Usp53*) (*N* = 18, *t* = 7.32, *p* = 2.6e−6, FDR = 0.058) and *bipartite transcription factor* (*Tub*) (*N* = 18, *t* = 6.91, *p* = 5.2e−6, FDR = 0.058) following THC treatment alone, and the down-regulation of *mitochondrial ribosomal protein L20* (*Mrpl20*) (*N* = 18, *t* = −7.17, *p* = 3.4e−6, FDR = 0.074) following THC treatment in 16p11dup mice (Supplementary Fig. 6a, Supplementary Data 2). 

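Usp53, a member of the ubiquitin-specific peptidase family (chromosome 3, 122931493 to 122984510 of GRCm38), was counted in 3 of 4 WT-THC libraries and in none of the 6 WT-Veh libraries. Its level in WT-THC was 10 ± 10.1 CPM (SD, n = 4), at least 30.7-fold higher than a floor of 3 counts per library in WT-Veh. Tub, a transcription factor of the tubby family (chromosome 7, 108950338 to 109034460), had 33.6 ± 55.9 CPM (SD, n = 4) in WT-THC and 0.656 ± 1.43 CPM (SD, n = 6) in WT-Veh. Single WT-THC libraries held between 6 and 1589 Tub counts, and Ric3 overlaps Tub on the other strand. Mrpl20, a protein of the large subunit of the mitochondrial ribosome (chromosome 4, 155802878 to 155809975), had 32.5 ± 20.4 CPM (SD, n = 6) in WT-Veh. It had no count in any of the 4 libraries of 16p11dup-THC, at least 102-fold lower against the same floor. Mrpl20 stood at 4.6 ± 4.5 CPM (SD, n = 4) in WT-THC and at 23.4 ± 20.3 CPM (SD, n = 4) in 16p11dup-Veh. Usp53 rose by 6.18 on the log2 scale in WT-THC (SE 0.84, FDR = 0.0583 from limma), and Tub rose by 5.35 (SE 0.77, FDR = 0.0583 from limma). Mrpl20 fell by 8.76 on the log2 scale in 16p11dup-THC (SE 1.22, FDR = 0.0764 from limma). These sizes depend on the 0.5 counts added, and with an offset of 2 counts they were 4.57 for Usp53, 3.95 for Tub and -6.79 for Mrpl20 (FDR = 0.092, 0.224 and 0.39 from limma). Exact two-sided permutation tests of the log2 CPM gave p = 0.0286 for Usp53, p = 0.019 for Tub and p = 0.00476 for Mrpl20, the last being the smallest p that 4 libraries against 6 allow. In 16p11dup-THC compared with WT-THC, Tub fell by 6.35 on the log2 scale (SE 0.85, FDR = 0.0492 from limma), while Usp53 had a log2 fold change of -6.11 (SE 0.93, FDR = 0.102 from limma). Adding the 5 surrogate variables left log2 fold changes of 6.08 for Usp53, 5.14 for Tub and -8.42 for Mrpl20 against WT-Veh. The moderated t went from 7.32 to 4.92, from 6.91 to 5.57 and from -7.17 to -5.44, and the FDR was 0.991 for Usp53 and Tub and 0.776 for Mrpl20. Leaving out 1 library at a time ended the call against WT-Veh in 12 of 18 cases for Usp53, 15 for Tub and 11 for Mrpl20, and over all settings the FDR ranged from 8.52e-06 to 0.991 for Usp53, from 0.00266 to 0.991 for Tub and from 3.52e-10 to 0.924 for Mrpl20.

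**Figure D1:**
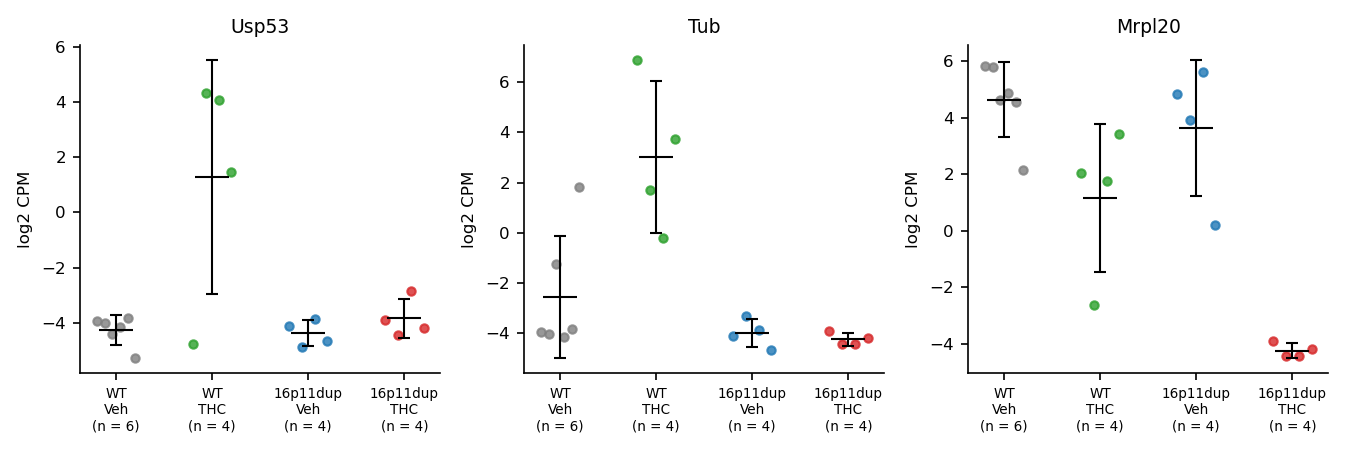
Log2 CPM of Usp53, Tub and Mrpl20 in each library of the 4 groups (points), with the group mean and SD (bars); the lowest points are libraries without a count. The 3 WT-THC libraries with Usp53 counts stand above every other library, and the 4 libraries of 16p11dup-THC lie at the floor for Mrpl20.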

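Of 77 mitochondrial ribosome genes in 16p11dup-THC compared with WT-Veh, 4 passed the limma test adjusted over the list alone. Mrpl20, Mrpl52 and Mrpl4 were lower, and Mrps27 was higher. Mrpl52 and Mrpl4 encode proteins of the large subunit, and Mrps27 encodes a protein of the small subunit. Mrpl52 had 17.7 ± 3.94 CPM (SD, n = 4) in 16p11dup-THC and 100 ± 60.7 CPM (SD, n = 6) in WT-Veh, a log2 fold change of -2.16 (SE 0.56). Mrpl4 had 4.29 ± 4.04 against 53.8 ± 42.6 CPM, a log2 fold change of -4.89 (SE 1.47), which ranged from -6.14 to -3.07 with single libraries left out. Mrps27 had 25.6 ± 41.1 against 1.69 ± 4.13 CPM, a log2 fold change of 6.33 (SE 1.8). Of the 77 genes, 38 had higher and 39 lower values, and the list did not stand apart from other genes (camera FDR = 0.899). In WT-THC compared with WT-Veh, none of 28 pro-apoptotic genes passed the limma test adjusted over the list alone, with 2 higher and 1 lower at an unadjusted p under 0.05. Bad, a BH3-only promoter of apoptosis, had 50.1 ± 34.3 CPM (SD, n = 4) in WT-THC and 8.64 ± 17.2 CPM (SD, n = 6) in WT-Veh. As a list, the pro-apoptotic genes had a camera FDR of 0.689 in WT-THC. Against WT-Veh, 1 gene of the pro-apoptotic list was lower in 16p11dup-THC and none higher at an unadjusted p under 0.05. None passed over the list alone. The lower gene was Dffa, the inhibitor and chaperone of the apoptotic nuclease, with 0.723 ± 1.05 CPM (SD, n = 4) against 35.4 ± 37.7 CPM (SD, n = 6). Given both roles, its fall shows no direction for apoptosis.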

Of note, *Usp53* is known to promote apoptosis^40,41^, and *Mrpl20* is a component of the mitoribosome complex, the dysfunction of which is liked to impair cell cycle processes^42^. Across our dataset, there was no alteration in the expression of microglial markers, such as *Cx3cr1, P2ry12, Hexb, Iba1, CD11b, and Tmem119* (Supplementary Fig. 5c). 

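Cx3cr1, the fractalkine receptor, had 1810 ± 1960 CPM (SD, n = 6) in WT-Veh, 2200 ± 1450 in WT-THC, 2080 ± 1170 in 16p11dup-Veh and 3440 ± 575 in 16p11dup-THC (SD, n = 4 each). P2ry12, the purinergic receptor used in the sort, had 3810 ± 929, 3630 ± 752, 3620 ± 865 and 3690 ± 1500 CPM in the same groups. Aif1, which encodes Iba1, had 272 ± 111, 358 ± 101, 202 ± 93.5 and 191 ± 76.7 CPM. Itgam, which encodes CD11b and was also used in the sort, had 1810 ± 920, 2020 ± 882, 1900 ± 361 and 2550 ± 351 CPM. Tmem119, a transmembrane protein of microglia, had 2010 ± 1050, 1660 ± 383, 1360 ± 460 and 2160 ± 457 CPM. None of these 5 markers passed FDR < 0.10 in any of the 5 comparisons with limma, and none did with edgeR or DESeq2. At an unadjusted p under 0.05 in limma, Cx3cr1 was higher in 16p11dup-THC compared with WT-Veh. Aif1 was lower in 16p11dup-THC than in WT-THC, with a log2 fold change of -1.17 (SE 0.39, FDR = 0.965 from limma). Tmem119 was higher in 16p11dup-THC than in 16p11dup-Veh, with a log2 fold change of 0.71 (SE 0.29). Other protein-coding genes overlap the spans of Cx3cr1, P2ry12 and Itgam, introns included. The recovered counts of these genes were whole numbers in every library, so they show no reads divided between genes.

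**Figure D2:**
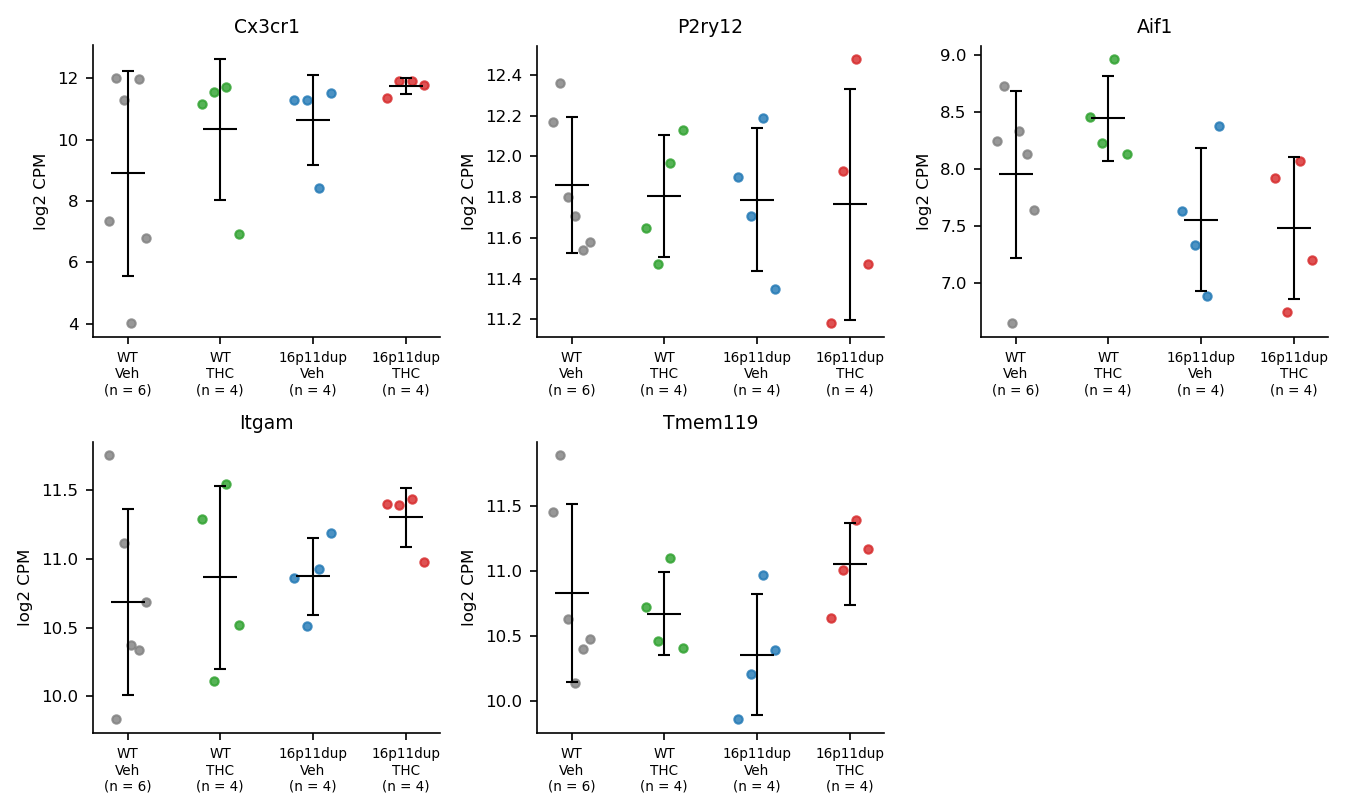
Log2 CPM of 5 microglial markers in each library of the 4 groups (points), with the group mean and SD (bars). Cx3cr1 varies most between libraries of one group (1810 ± 1960 CPM in WT-Veh), and P2ry12 has the most similar group means (3620 to 3810 CPM).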

We also performed pathway analysis on the prioritized genes with uncorrected *p* < 0.05 in the gene expression comparisons, based on THC treatment alone (*n* = 569), 16p11dup alone (*n* = 508), or in the GxE context (16p11dup with THC; comparison with controls: *n* = 772; comparison with THC: *n* = 831; comparison with 16p11dup: *n* = 727) (Supplementary Fig. 6a, b, Supplementary Data 2, 3). 

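Among genes counted in every library of the groups compared, Srsf2, a splicing factor, had 722 ± 200 CPM (SD, n = 4) in WT-THC and 356 ± 105 CPM (SD, n = 6) in WT-Veh. Its log2 fold change was 1.04 (SE 0.27). Nrbp1, a pseudokinase, had 200 ± 111 against 37.2 ± 21 CPM, a log2 fold change of 2.42 (SE 0.59). Seh1l, a nucleoporin, had 11.7 ± 9.81 against 130 ± 91.4 CPM, a log2 fold change of -3.81 (SE 0.97). Cd63, a tetraspanin of late endosomes and lysosomes, had 44.9 ± 8.49 against 149 ± 96.8 CPM, a log2 fold change of -1.37 (SE 0.43). Each of these had an FDR of 0.744 from limma. In 16p11dup-Veh compared with WT-Veh, Slmap, a membrane-associated protein, was higher by 1.29 on the log2 scale (SE 0.4), and Atp8a1, a phospholipid flippase, by 0.76 (SE 0.25). Cox7c, a subunit of cytochrome c oxidase, had 33.7 ± 13.9 CPM (SD, n = 4) in 16p11dup-Veh and 182 ± 179 CPM (SD, n = 6) in WT-Veh. The FDR of these genes in 16p11dup-Veh was 0.982 from limma. In 16p11dup-THC compared with WT-Veh, Zfp644, a zinc finger protein, was higher with a log2 fold change of 2.03 (SE 0.4), and Nhsl2, a protein related to the Nance-Horan syndrome gene product, was lower with -2.83 (SE 0.67), both with an FDR of 0.795 from limma. Compared with WT-THC, 16p11dup-THC had more Mier1, a chromatin-associated repressor, by 3.9 on the log2 scale (SE 0.77). Tet3, a 5-methylcytosine dioxygenase, was lower there with a log2 fold change of -2.53 (SE 0.49). Mier1 and Tet3 both had an FDR of 0.522 from limma.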

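At an unadjusted p under 0.05, limma listed 569 genes in WT-THC compared with WT-Veh, 328 higher and 241 lower. In 16p11dup-Veh compared with WT-Veh it listed 508 genes, 320 higher and 188 lower. For 16p11dup-THC the counts were 772 against WT-Veh (376 higher, 396 lower), 810 against WT-THC (342 higher, 468 lower) and 720 against 16p11dup-Veh (274 higher, 446 lower). These counts are 4.1%, 3.6%, 5.5%, 5.8% and 5.2% of the 13964 genes with any count. By chance, about 5% of the genes with any count would pass. The genes without a count share a single p in each comparison (0.53 to 0.951), so none of them could pass. Among genes with a mean log2 CPM of at least 5 and a count in every library compared, 119 of 3307 were higher and 114 lower in 16p11dup-THC than in WT-Veh. In WT-THC, 62 of 3302 such genes were higher and 83 lower than in WT-Veh. With edgeR, the counts at an unadjusted p under 0.05 were 1051, 1050, 1234, 1105 and 1091 in the same order of comparisons, and with DESeq2 they were 1546, 1271, 2058, 1860 and 1694. The split turned in WT-THC to 354 higher and 697 lower genes with edgeR, and to 538 and 1008 with DESeq2. In 16p11dup-Veh it was 673 and 377 with edgeR but 562 and 709 with DESeq2, and against WT-THC 16p11dup-THC had 587 and 518 with edgeR and 978 and 882 with DESeq2.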

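The 26S proteasome degrades ubiquitin-tagged proteins, including p53 and cyclins, and its subunits recur in the p53, cell cycle and mRNA stability terms of Reactome. Of 43 proteasome genes in 16p11dup-THC compared with WT-Veh, 7 had an unadjusted p under 0.05 and a log2 fold change beyond 2 in limma, 2 of them higher and 5 lower. Psmd12, Psmd6, Psmd2 and Psmd7, subunits of the regulatory particle, were lower. Psmd12 had 21.1 ± 21.3 CPM (SD, n = 4) in 16p11dup-THC and 66.8 ± 44.5 CPM (SD, n = 6) in WT-Veh, a log2 fold change of -3.21 (SE 1.01), which was -1.89 without 16p11dup-THC replicate 20. Psmd2 had 3.8 ± 5.48 against 38.2 ± 42.6 CPM, a log2 fold change of -3.82 (SE 1.5). Psmb2, a subunit of the catalytic core, was higher with 64.4 ± 41.8 against 12.6 ± 9.96 CPM, a log2 fold change of 3.07 (SE 1.38). No proteasome gene passed FDR < 0.10 or the adjustment over the list alone in limma, with 2 higher and 6 lower at an unadjusted p under 0.05. The 7 genes are 16.3% of the list, compared with 5% of the 11942 background genes that could have passed both criteria (one-sided Fisher's exact test, p = 0.00483, adjusted over 7 lists 0.0338, and over all 35 tests of lists and comparisons 0.169). With single libraries left out, 3 to 9 proteasome genes met both criteria, and 4 did with edgeR, 8 with DESeq2 and 2 in limma with only the 2 groups compared. Lists of the same size and expression drawn at random held as many such genes in 2.02% of 10000 draws. The proteasome list was chosen because its subunits recur in the p53 terms that the paper reports from these same libraries. Its tests are therefore not independent of that result. The proteasome as a whole was not shifted, with 21 genes higher and 22 lower (camera FDR = 0.899). In 16p11dup-THC, 5 proteasome genes met both criteria against WT-THC (one-sided Fisher's exact test, p = 0.0949) and 5 against 16p11dup-Veh (p = 0.0526). In WT-THC compared with WT-Veh, 2 did, and in 16p11dup-Veh none did. Other regulators of p53 protein stability contributed 1 of 17 genes, subunits of the anaphase-promoting complex 1 of 15 and genes of AU-rich element mRNA decay 1 of 30 in 16p11dup-THC compared with WT-Veh (one-sided Fisher's exact test, p = 0.579, 0.534 and 0.783).

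**Figure D3:**
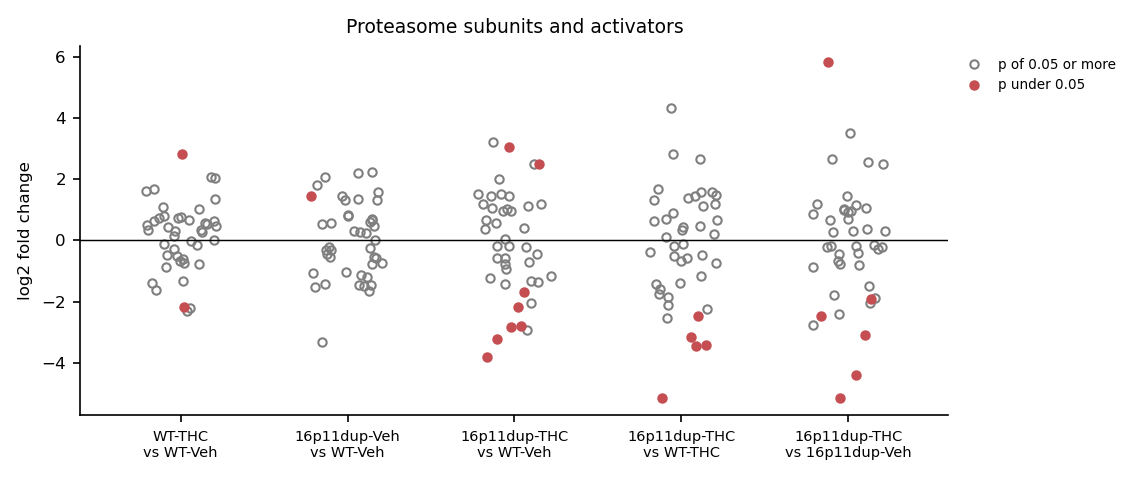
Log2 fold changes of 43 proteasome genes in the 5 comparisons of groups; each point is a gene, filled where its unadjusted p from limma is under 0.05. Against WT-Veh, 16p11dup-THC has 2 filled points above 0 and 6 below, while 16p11dup-Veh has 1 above.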

Pathway analysis using the Reactome database revealed gene sets that were significantly altered in the GxE group, compared with controls, including the p53 signaling pathway as well as cell cycle-, mRNA regulation-, cellular response-, and innate immune-related pathways (Fig. 4b, Supplementary Data 3). Immune-related pathways were also enriched among the genes associated with the GxE condition, compared to the THC and the 16p11dup conditions (Supplementary Data 3). 

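Irf5, a transcription factor downstream of Toll-like receptors (chromosome 6, 29526625 to 29541871 of GRCm38), had 71.9 ± 31.3 CPM (SD, n = 4) in 16p11dup-THC and 312 ± 277 CPM (SD, n = 4) in WT-THC. It was lower than in WT-THC with a log2 fold change of -2.05 (SE 0.36, FDR = 0.342 from limma) and lower than in 16p11dup-Veh with -1.32 (SE 0.36). WT-THC replicate 9 held 728 CPM and the other 3 held 156 to 195 CPM, and without it the fold change against WT-THC was -1.64 (FDR = 0.629 from limma). Tlr2, a receptor for bacterial lipoproteins (chromosome 3, 83836272 to 83841767), had 141 ± 72.5 CPM in 16p11dup-THC, 45.4 ± 34.2 in WT-THC and 49.9 ± 32.5 in 16p11dup-Veh. Tlr7, a receptor for single-stranded RNA, had 1490 ± 309 CPM in 16p11dup-THC and 821 ± 423 in 16p11dup-Veh, a log2 fold change of 1.08 (SE 0.33). Of 31 genes of Toll-like receptor signaling, 1 (Irf5) passed as lower against WT-THC when adjusted over the list alone. Against 16p11dup-Veh, Irf5 passed as lower and Tlr7 as higher over the list alone. The list itself had a camera FDR of 0.453 against WT-THC and 0.359 against 16p11dup-Veh. Of 24 genes of complement and phagocytosis, 18 had higher values in 16p11dup-THC than in 16p11dup-Veh (camera FDR = 0.00133, adjusted p = 0.21 with an estimated correlation). Fcgr3, an Fc gamma receptor, was the only member to pass over the list alone, with 1070 ± 383 against 479 ± 68.5 CPM and a log2 fold change of 1.04 (SE 0.31). C3ar1, the receptor of complement C3a, had 685 ± 165 against 423 ± 277 CPM. Against WT-THC, 15 of the 24 genes had higher values (camera FDR = 0.255). Genes of MHC class II presentation were also higher than other genes in 16p11dup-THC compared with 16p11dup-Veh (camera FDR = 0.0451, adjusted p = 0.544 with an estimated correlation), as were genes of MHC class I presentation (camera FDR = 0.0647, adjusted p = 0.544 with an estimated correlation). H2-D1, a classical MHC class I molecule, had 392 ± 162 against 189 ± 62.6 CPM. Markers of monocytes and neutrophils were lower in the same comparison, with 1 of 9 above 0 (camera FDR = 0.0169, adjusted p = 0.694 with an estimated correlation). Camera called 8 lists there, and 8 of 35 divisions of the same libraries, the real one included, gave as many. At an unadjusted p under 0.05 in limma, 274 genes were higher and 446 lower there. Among 3315 well-expressed genes 120 were higher and 92 lower, and camera does not match lists on level of expression. No gene of these lists passed FDR < 0.10 over all genes in limma against WT-THC or 16p11dup-Veh. Irf5 reads may be uncertain because Tnpo3 overlaps its span on the other strand.

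**Figure D4:**
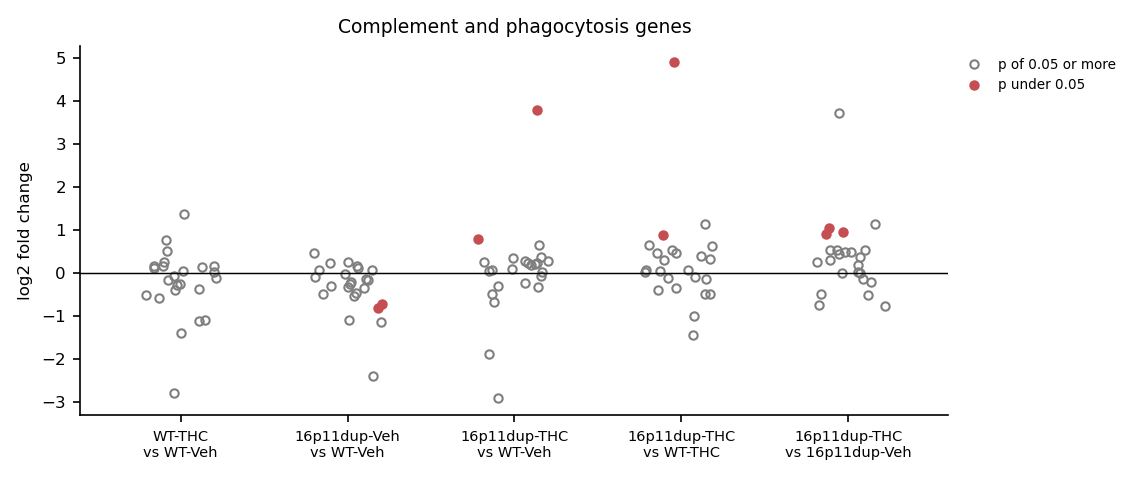
Log2 fold changes of 24 genes of complement and phagocytosis in the 5 comparisons of groups; each point is a gene, filled where its unadjusted p from limma is under 0.05. In 16p11dup-THC compared with 16p11dup-Veh, 18 points lie above 0 and 3 are filled.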

Functional gene interaction networks identified by Ingenuity Pathway Analysis (IPA) demonstrated that many prioritized genes (68 genes in THC vs. WT and 88 genes in WT vs. 16p11dup with THC) have an upstream regulator, *Trp53*, which is the mouse ortholog of *tumor suppressor protein 53* (*TP53*) (Fig. 4c, Supplementary Data 3). Indeed, the top-master regulator was NOP53, whose predicted inhibition activates TP53^43^ (Supplementary Data 3). 

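Trp53, which encodes p53 (chromosome 11, 69580359 to 69591873 of GRCm38), had 131 ± 144 CPM (SD, n = 6) in WT-Veh, 127 ± 62.3 in WT-THC, 116 ± 57.2 in 16p11dup-Veh and 161 ± 73.2 in 16p11dup-THC (SD, n = 4 each). Its log2 fold change against WT-Veh was 0.33 in WT-THC (SE 0.53, FDR = 0.751 from limma) and 0.71 in 16p11dup-THC (SE 0.55, FDR = 0.803 from limma). The interaction of THC and 16p11dup for Trp53 was 0.33 on the log2 scale (SE 0.81, FDR = 0.973 from limma). Mdm2, the ubiquitin ligase of p53 and one of its target genes, had 83 ± 78.3 CPM in 16p11dup-THC and 178 ± 166 CPM in WT-Veh. Its log2 fold change was -1.12 (SE 0.87), which ranged from -1.96 to -0.46 with single libraries left out. Of 45 p53 target genes in 16p11dup-THC compared with WT-Veh, 24 had higher and 21 lower values (camera FDR = 0.899). None passed the limma test over all genes or adjusted over the list alone, with 1 higher and 1 lower at an unadjusted p under 0.05. The higher gene was Fbxw7, the substrate receptor of a ubiquitin ligase, with 61.3 ± 35.1 CPM (SD, n = 4) against 15 ± 17 CPM (SD, n = 6). The lower gene was Ak1, an adenylate kinase, with 6.66 ± 5.73 against 67.4 ± 45.1 CPM. Both criteria of prioritised genes were met by 2 of 41 p53 target genes (4.9%, one-sided Fisher's exact test, p = 0.61). In WT-THC compared with WT-Veh, 1 of 42 met them (one-sided Fisher's exact test, p = 0.794). The WT-Veh spread of Trp53 rests on replicate 4, which held 3762 counts, and without it the log2 fold changes were 0.7 in WT-THC (FDR = 0.812 from limma) and 1.1 in 16p11dup-THC (unadjusted p = 0.0221, FDR = 0.863 from limma). With other libraries left out they fell as low as 0.12 in WT-THC (without WT-THC replicate 7) and 0.45 in 16p11dup-THC (without 16p11dup-THC replicate 20). The WT-THC value was -0.2 with edgeR and -0.21 with DESeq2. The paper states that Trp53 is an upstream regulator of many genes that IPA links to it (Fig. 4c). For IPA it selected genes by an unadjusted p under 0.05 alone, without a limit on fold change. Those genes and links differ from the prioritised genes and the list of p53 targets used here. The paper also reports that an inhibitor of p53 activity prevented THC-induced apoptosis in cultured microglia, which these libraries do not test.

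**Figure D5:**
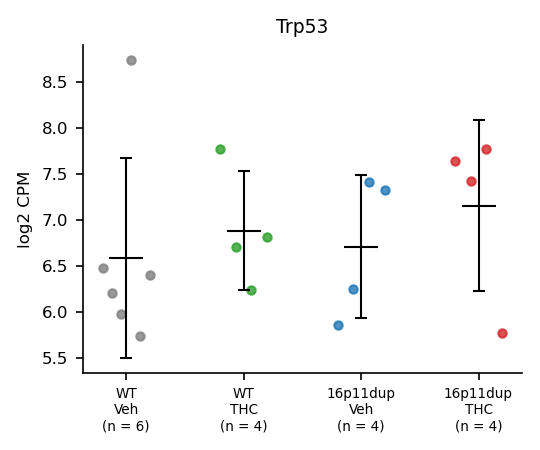
Log2 CPM of Trp53 in each library of the 4 groups (points), with the group mean and SD (bars). One WT-Veh library (3762 counts) lies above every other library, and 3 of 4 libraries of 16p11dup-THC lie above the other 5 WT-Veh libraries.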

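NOP53 is encoded in mouse by a gene listed in the deposited table as Gltscr2 (chromosome 7, 15936183 to 15946074 of GRCm38), a nucleolar protein of ribosome assembly. Gltscr2 had 29.2 ± 29.4 CPM (SD, n = 6) in WT-Veh, 118 ± 97.4 in WT-THC, 84.7 ± 80.4 in 16p11dup-Veh and 31.6 ± 31.7 in 16p11dup-THC (SD, n = 4 each). Its log2 fold change in 16p11dup-THC compared with WT-Veh was -0.12 (SE 1.44, FDR = 0.971 from limma). The difference between these groups was smaller than the spread between libraries, and its sign changed with the library left out (-0.91 to 1.45). The interaction of THC and 16p11dup for Gltscr2 was -4.16 on the log2 scale (FDR = 0.973 from limma).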

We also confirmed a synergistic elevation of Trp53 mRNA expression in the microglia isolated from mPFC by quantitative real time PCR (qPCR) (THC x 16p11dup interaction for Trp53 mRNA expression [*F*_1,20_ = 13.62, *p* = 0.0015]) (Fig. 4d).

**Fig. 4:**
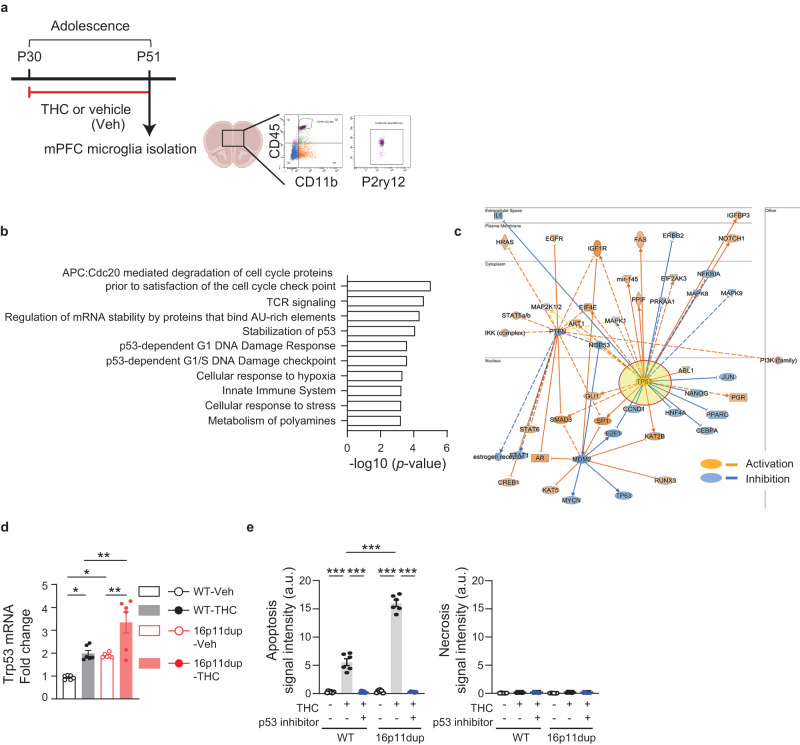
Up-regulation of p53 signaling pathway identified by mPFC microglia-specific transcriptome profiling. **a** Experimental flow of Fluorescence-Activated Cell Sorting (FACS)-based mPFC microglia isolation by using 3 markers (CD45/CD11b/P2ry12) at P51, followed by RNA sequencing (RNA-seq). **b** Significantly enriched pathways of genes associated (two-tailed uncorrected *p* < 0.05) with the 16p11dup with THC condition compared to control, in the Reactome Pathway analysis. **c** Functional gene interaction network from the upstream regulators/Ingenuity Pathway Analysis (IPA) for the genes associated with the 16p11dup with THC treatment condition showing predicted inhibition (blue), activation (orange), and unknown directionality (gray). **d** Relative mRNA expression level of Trp53 in microglia isolated from mPFC at P51. *n* = 6 mice per condition. **e** Apoptosis (left) and necrosis (right) assays using primary microglia cultures treated by THC or vehicle (Veh) with and without pifithrin-α. (Left) Quantification of signal intensity (arbitrary units: a.u.) of apopxin. *n* = 6 fields in 3 mice per condition. (Right) Quantification of signal intensity (arbitrary units: a.u.) of 7-AAD. *n* = 6 fields in 3 mice per condition. **d**, **e** ***p < 0.001, **p < 0.01, *p < 0.05 (*p* values are (**d**) WT- Veh versus WT-THC: *p* = 0.0270, *p* values are WT-Veh versus 16p11dup-Veh: *p* = 0.0465, WT-THC versus 16p11dup-THC: *p* = 0.0037, 16p11dup-Veh versus 16p11dup-THC: *p* = 0.0021, (**e**) all: *p* < 0.0001), determined by two-way ANOVA with post hoc Tukey test. Each symbol represents one animal (**d**) and one field (**e**). Data are presented as the mean ± s.e.m.

To obtain direct evidence that activation of the p53 signaling pathway may play a role in mediating the GxE effect on microglial apoptosis, primary microglia cultures were produced from 16p11dup mice and littermate controls and treated with pifithrin-α (10 μM), an inhibitor of p53 transcriptional activity, for 7 h, starting from 1 h before the THC or vehicle treatment. These cells were subjected to apoptosis and necrosis assays as described above. We observed that inhibition of p53 signaling prevented THC-induced microglial apoptosis and apoptotic phenotypes produced by THC treatment and 16p11dup (THC × 16p11dup interaction for microglial apoptosis [*F*_1,20_ = 148.8, *p* < 0.0001]) (Fig. 4e, Supplementary Fig. 6c). These results suggest that up-regulation of the p53 signaling pathway in microglia is the GxE mechanism whereby adolescent THC treatment interacts with 16p11dup to produce microglial apoptosis.

### Impairment of social memory produced by adolescent THC treatment and 16p11dup

We next examined whether adolescent THC treatment produces adult behavioral outcomes in 16p11dup mice after a 3-week abstinence period (Fig. 5a). Previous studies have reported that 16p11dup mice exhibit social behavioral deficits^20^. We found no effect of adolescent THC treatment and 16p11dup on sociability in the three-chamber social interaction test in male mice (Fig. 5b, Supplementary Fig. 7a). However, 16p11dup male mice exhibited less preference for social novelty compared to controls. This effect was enhanced by adolescent THC treatment (THC × 16p11dup interaction for social novelty [*F*_1,50_ = 6.392, *p* = 0.0147]) (Fig. 5c, Supplementary Fig. 7b). Interestingly, although some studies have reported that female mice are more vulnerable to behavioral effects of THC treatment^44,45^, we did not observe these behavioral phenotypes in the female mice (Supplementary Fig. 7a, b). We further examined the impact of adolescent THC treatment and 16p11dup on social behaviors in the male mice by the 5-trial social memory test^46^. The 16p11dup × THC group exhibited no significant changes in habituation (decreased exploration) during the first four trials, but showed impaired recognition of novel mice on the fifth trial compared to other groups of mice (THC × 16p11dup interaction for social novelty [*F*_1,50_ = 5.665, *p* = 0.0239]) (Fig. 5d). Neither THC nor 16p11dup produced abnormalities in locomotion and in anxiety-like phenotypes, as assessed by the open field test and elevated plus maze test in both male and female mice (Supplementary Fig. 7c). Importantly, there were no abnormalities in the habituation/dis-habituation test, novel object recognition test, nor novel place recognition tests among the four groups of mice (Fig. 5e, Supplementary Fig. 7d, e), suggesting the specific effects of GxE on social memory.

**Fig. 5:**
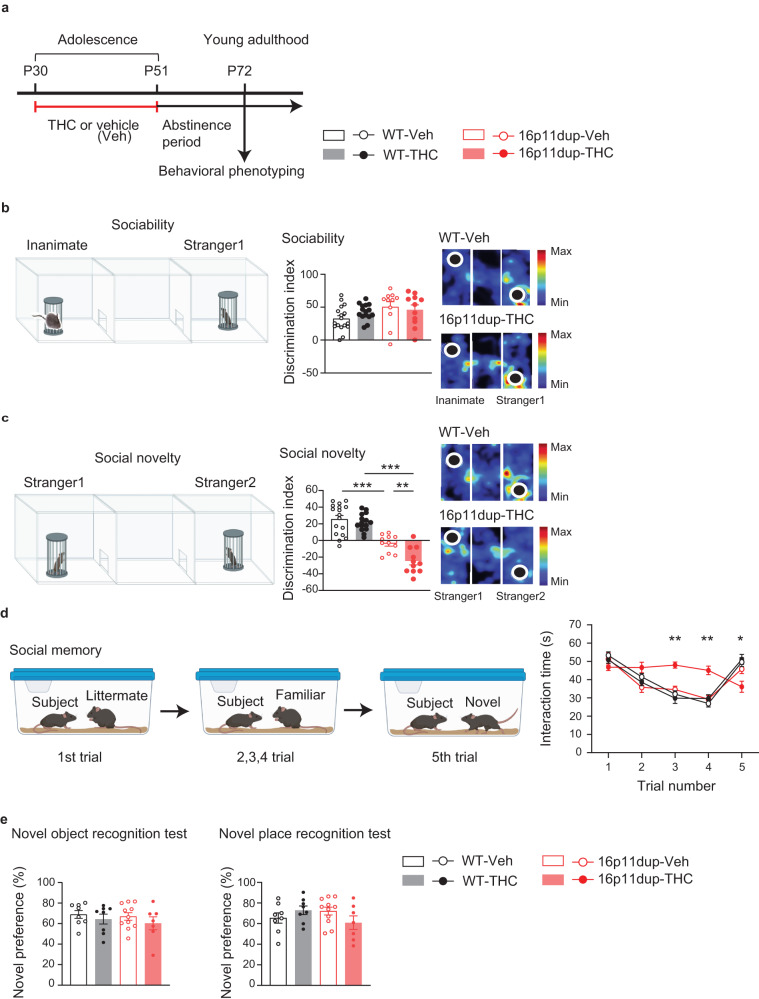
Social novelty recognition and memory deficits synergistically produced by adolescent THC treatment and 16p11dup. **a** Schematic diagram of the adolescent THC treatment protocol. **b** (Left) Schematic diagram of the three-chamber social interaction test for sociability. (Middle) Sociability phenotypes in WT and 16p11dup mice with adolescent THC or vehicle (Veh) treatment as indicated by discrimination index ([Stranger 1 − Inanimate mice sniffing time]/[Stranger 1 + Inanimate mice sniffing time] × 100 (%)). (Right) Representative heat maps depict movements of the WT-Veh mice vs. 16p11dup-THC mice. **c** (Left) Schematic diagram of the three-chamber social interaction test for social novelty preference. (Middle) Preference of social novelty in WT and 16p11dup mice with adolescent THC or Veh treatment as indicated by discrimination index ([Stranger 2 − Stranger 1 sniffing time]/[Stranger 2 + Stranger 1 sniffing time] × 100 (%)). (Right) Representative heat maps depict movements of the WT-Veh vs. 16p11dup-THC mice. **d** (Left) Schematic diagram of the 5-trial social memory test. (Right) Interaction time of WT and 16p11dup mice receiving adolescent THC or Veh treatment with an ovariectomized female mouse. **b–d** WT-Veh (*n* = 17 mice), WT-THC (*n* = 15 mice), 16p11dup-Veh (*n* = 11 mice), and 16p11dup-THC (*n* = 11 mice). **e** (Left) Preference of novel object in novel object recognition test (NORT) in WT and 16p11dup mice with adolescent THC or Veh treatment. (Right) Preference of novel place in novel place recognition test (NPRT) in WT and 16p11dup mice with adolescent THC or Veh treatment. **e** WT-Veh (*n* = 8 mice), WT-THC (*n* = 8 mice), 16p11dup-Veh (*n* = 11 mice), 16p11dup-THC (*n* = 7 mice). ***p < 0.001, **p < 0.01, *p < 0.05 (**c** *p* values are WT-Veh versus 16p11dup-Veh: *p* < 0.0001, WT-THC versus 16p11dup-THC: *p* < 0.0001, 16p11dup-Veh versus 16p11dup-THC: *p* = 0.0074, **d** THC × 16p11dup interaction for Trial 3 [*F*_1,50_ = 11.98, *p* = 0.0011], THC × 16p11dup interaction for Trial 4 [*F*_1,50_ = 9.226, *p* = 0.0038], THC × 16p11dup interaction for Trial 5 [*F*_1,50_ = 4.095, *p* = 0.0484]), determined by two-way ANOVA with post hoc Tukey test. Each symbol represents one animal. Data are presented as the mean ± s.e.m.

In order to examine whether the above synergistic impairment of social memory was dependent on adolescent THC exposure, 16p11dup male mice and littermate male controls were chronically treated with THC in adulthood (P70-P91) using the same protocol (Supplementary Fig. 8a). Adult THC treatment reduced the number of microglia and produced morphological changes in the microglia of the mPFC at P91, which was similar to the outcomes in the mice with adolescent THC treatment (Supplementary Fig. 8b–d). However, there was no effect of adult THC treatment on social memory after a 3-week abstinence period in neither 16p11dup mice nor wild type littermates (Supplementary Fig. 8e–g). These results suggest that adolescence is a critical period for the adverse effect of microglial apoptosis on social memory.

### Reduction in PT neuron excitability produced by adolescent THC treatment and 16p11dup

Recent studies reported that pyramidal-tract (PT) neurons in layer 5 of mPFC contribute to modulating social behaviors^47^. Although microglial phenotypes are specifically observed in the mPFC at P51, but not at P72 after a 3-week abstinence period from THC treatment (Fig. 2, Supplementary Fig. 3), synergistic deficits in social memory emerged at P72 (Fig. 5). Therefore, we next examined the impact of adolescent THC treatment and 16p11dup on neuronal function in the mPFC by whole-cell patch clamp recording in acute PFC slices obtained from male 16p11dup and littermate control mice at P72 (Fig. 6a). We compared the responses of two major subtypes of layer 5 prefrontal pyramidal neurons, PT neurons and intra-telencephalic (IT) neurons^48,49^, whose cell-type identities are distinguishable based on their sag amplitude and kinetics (Fig. 6b). We measured basal membrane properties and evoked action potentials in the presence of glutamatergic and GABAergic synaptic blockers. We observed that adolescent THC treatment interacts with 16p11dup to reduce input resistance, increase rheobase, and reduce action potential firing frequency in PT neurons as signs of decreased intrinsic excitability (THC x 16p11dup interaction for input resistance [*F*_1,39_ = 5.805, *p* = 0.0208] and rheobase [*F*_1,39_ = 4.353, *p* = 0.0435]) (Fig. 6c). However, there were no significant effects of THC treatment, 16p11dup, or both combined on the functional properties of IT neurons (Fig. 6d). To ascertain whether these adverse THC effects are adolescent treatment-specific, we used the same approach to examine adult THC treatment-induced effects on PT and IT neuron function via electrophysiological assays. We observed no significant effects of adult THC treatment, 16p11dup, or both combined on functional properties of PT and IT neurons including input resistance, rheobase, and action potential firing frequency (Supplementary Fig. 8h, i). These results suggest that adolescence is a critical period for THC’s adverse effects on PT neuron function in the mPFC of 16p11dup mice in adulthood.

**Fig. 6:**
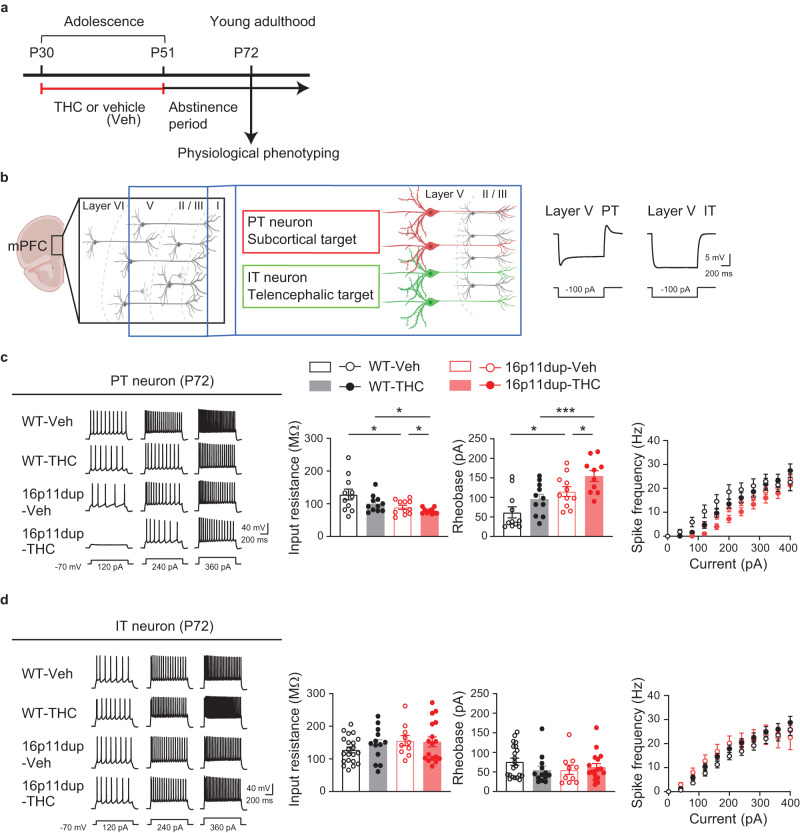
Synergistic reduction in intrinsic excitability in PT neurons produced by adolescent THC and 16p11dup. **a** Schematic diagram of the adolescent THC treatment protocol. **b** (Left) Schematic structure of multiple layers of the mPFC. Pyramidal tract (PT, red) and intra-telencephalic (IT, green) neurons in layer 5 of the mPFC are depicted. (Right) Representative voltage traces elicited by applying −100 pA current steps. These traces show typical hyperpolarizing responses of PT and IT neurons. **c** (Left) Representative voltage traces recorded from PT neurons in response to current step injections. (Right) The intrinsic excitability assessed by measurement of input resistance (left), rheobase (middle), and spike frequency (right). WT-Veh (*n* = 11 cells in 6 mice), WT-THC (*n* = 11 cells in 7 mice), 16p11dup-Veh (*n* = 11 cells in 6 mice), and 16p11dup-THC (*n* = 10 cells in 5 mice). **d** (Left) Representative voltage traces recorded from IT neurons in response to current step injections. (Right) The intrinsic excitability assessed by measurement of input resistance (left), rheobase (middle), and spike frequency (right). WT-Veh (*n* = 21 cells in 8 mice), WT-THC (*n* = 13 cells in 7 mice), 16p11dup-Veh (*n* = 10 cells in 6 mice), and 16p11dup-THC (*n* = 17 cells in 7 mice). **c** ***p < 0.001, **p < 0.01, *p < 0.05 (*p* values are (Left) WT-Veh versus 16p11dup-Veh: *p* = 0.0395, WT-THC versus 16p11du*p*-THC: *p* = 0.0394, 16p11dup-Veh versus 16*p*11dup-THC: *p* = 0.0406, (Right) WT-Veh versus 16p11dup-Veh: *p* = 0.0463, WT-THC versus 16p11du*p*-THC: *p* = 0.0004, 16p11dup-Veh versus 16*p*11dup-THC: *p* = 0.0368), determined by two-way ANOVA with post hoc Tukey test. Each symbol represents one cell. Data are presented as the mean ± s.e.m.

### Microglial *Cnr1* mediates the microglial phenotypes, PT neuron impairments, and social behavioral deficits produced by adolescent THC treatment and 16p11dup

To determine whether *Cnr1* expression in microglia causally mediates the above-mentioned phenotypes produced by adolescent THC treatment and 16p11dup, we used 16p11dup mice crossed with *Cnr1*^*flox/flox*^ mice and the *Cx3cr1*^*CreER*^ line to generate the following 4 groups: (i) wild type littermate (16p11^wt^);

*Cx3cr1*^*CreER/+*^;*Cnr1*^*+/+*^, (ii) 16p11^wt^;*Cx3cr1*^*CreER/+*^;*Cnr1*^*flox/flox*^, (iii) 16p11^dup^;*Cx3cr1*^*CreER/+*^;*Cnr1*^*+/+*^, and (iv) 16p11^dup^;*Cx3cr1*^*CreER/+*^;*Cnr1*^*flox/flox*^. For induction of the microglial deletion of *Cnr1* as previously shown, tamoxifen (0.1 mg/g body weight) was given orally once a day for 5 consecutive days at P21-P25. The animals were then subjected to adolescent THC treatment (P30-P51), followed by assessing microglial phenotypes at P51 (Fig. 7a). We observed that genetic deletion of *Cnr1* in microglia ameliorated microglia reduction as well as microglial morphological changes and apoptosis in the mPFC produced by adolescent THC treatment in 16p11dup mice or wild type littermates (Fig. 7b–f). Using an independent cohort of these groups of mice, we also examined whether the THC effect on microglial Cnr1 was causally linked to impairments in the intrinsic excitability of mPFC PT neurons and deficits in social recognition and memory after a 3-week THC abstinence period (Fig. 8a). We found that genetic deletion of *Cnr1* in microglia reversed the functional deficits of PT neurons induced by adolescent THC treatment in 16p11dup mice, with no effects on IT neurons (Fig. 8b, c). At the behavioral level, while no changes were seen in spontaneous locomotor activity or olfaction (Supplementary Fig. 9), genetic deletion of *Cnr1* in microglia normalized deficits in social memory synergistically produced by adolescent THC treatment and 16p11dup (Fig. 8d, e). Although *Cnr1* is also expressed in other cell types (Fig. 1d), these results suggest that microglial Cnr1 expression contributes not only to adolescent THC treatment-induced microglial abnormalities, but also to impairments in the intrinsic excitability of PT neurons and deficits in social memory in 16p11dup mice.

**Fig. 7:**
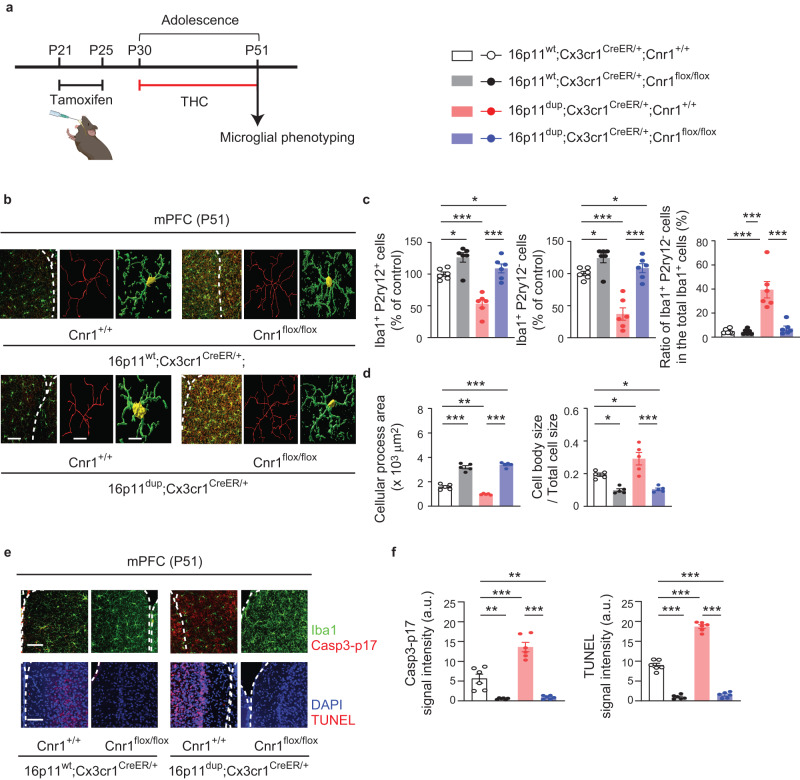
*Cnr1* deletion in the microglia normalizes microglial abnormalities produced by adolescent THC treatment and 16p11dup. **a** Schematic diagram of the experimental design. **b** Immunohistochemical analysis of Iba1 (green) in the mPFC at P51. (Left) Representative images of the mPFC, representative tracing images (red), and images of cellular processes (green) and cell bodies (yellow) of Iba1^+^ cells. Scale bar, 50 μm (left) and 10 μm (middle and right). **c** The number of Iba1^+^P2ry12^+^ cells (left) and Iba1^+^P2ry12^−^ cells (middle) in the mPFC, presented as % of control. (Right) The percentage of Iba1^+^P2ry12^−^ cells among all Iba1^+^ cells in the mPFC. (*n* = 6 slices in 3 mice per condition). **d** Quantification of the ratio of cellular process area (left) and cell body size to total cell size (right) of Iba1^+^ cells. (*n* = 50 cells in 5 mice per condition). **e** Representative images of immunohistochemistry of Iba1 (green) and Casp3-p17 (red) (top left) as well as TUNEL signals (red) and DAPI (blue) (bottom left) in the mPFC at P51. Scale bar, 50 μm. **f** Quantification of signal intensity of Casp3-p17 in Iba1^+^ cells (left) and TUNEL (right). *n* = 6 slices in 3 mice per condition. **c**, **d**, **f** ***p < 0.001, **p < 0.01, *p < 0.05 (*p* values are (**c**) (Left) 16p11^wt^;*Cnr1*^*+/+*^ versus 16p11^wt^;*Cnr1*^*flox/flox*^: *p* = 0.0281, 16p11^wt^;*Cnr1*^*+/+*^ versus 16p11^dup^;*Cnr1*^*+/+*^: *p* = 0.0001, 16p11^wt^;*Cnr1*^*+/+*^ versus 16p11^dup^;*Cnr1*^*flox/flox*^: *p* = 0.0221, 16p11^dup^; *Cnr1*^*+/+*^ versus 16p11^dup^;*Cnr1*^*flox/flox*^: *p* < 0.0001, (Middle) 16p11^wt^;*Cnr1*^*+/+*^ versus 16p11^wt^;*Cnr1*^*flox/flox*^: *p* = 0.0285, 16p11^wt^;*Cnr1*^*+/+*^ versus 16p11^dup^;*Cnr1*^*+/+*^: *p* < 0.0001, 16p11^wt^;*Cnr1*^*+/+*^ versus 16p11^dup^;*Cnr1*^*flox/flox*^: *p* = 0.0337, 16p11^dup^; *Cnr1*^*+/+*^ versus 16p11^dup^;*Cnr1*^*flox/flox*^: *p* < 0.0001, (Right) all: *p* < 0.0001, (**d**) (Left) 16p11^wt^;*Cnr1*^*+/+*^ versus 16p11^wt^;*Cnr1*^*flox/flox*^: *p* < 0.0001, 16p11^wt^;*Cnr1*^*+/+*^ versus 16p11^dup^;*Cnr1*^*+/+*^: *p* = 0.0017, 16p11^wt^; *Cnr1*^*+/+*^ versus 16p11^dup^;*Cnr1*^*flox/flox*^: *p* < 0.0001, 16p11^dup^;*Cnr1*^*+/+*^ versus 16p11^dup^;*Cnr1*^*flox/flox*^: *p* < 0.0001, (Right) 16p11^wt^;*Cnr1*^*+/+*^ versus 16p11^wt^;*Cnr1*^*flox/flox*^: *p* = 0.0225, 16p11^wt^;*Cnr1*^*+/+*^ versus 16p11^dup^;*Cnr1*^*+/+*^: *p* = 0.0183, 16p11^wt^;*Cnr1*^*+/+*^ versus 16p11^dup^;*Cnr1*^*flox/flox*^: *p* = 0.0330, 16p11^dup^;*Cnr1*^*+/+*^ versus 16p11^dup^;*Cnr1*^*flox/flox*^: *p* < 0.0001, (**f**) (Left) 16p11^wt^;*Cnr1*^*+/+*^ versus 16p11^wt^;*Cnr1*^*flox/flox*^: *p* = 0.0016, 16p11^wt^;*Cnr1*^*+/+*^ versus 16p11^du*p*^;*Cnr1*^*+/+*^: *p* < 0.0001, 16p11^wt^;*Cnr1*^*+/+*^ versus 16p11^dup^;*Cnr1*^*flox/flox*^: *p* = 0.0032, 16p11^dup^;*Cnr1*^*+/+*^ versus 16p11^dup^;*Cnr1*^*flox/flox*^: *p* < 0.0001, (Right) all: *p* < 0.0001), determined by two-way ANOVA with *p*ost hoc Tukey test. Each symbol represents one slice (**a**, **f**) and one animal (**d**). Data are presented as the mean ± s.e.m.

**Fig. 8:**
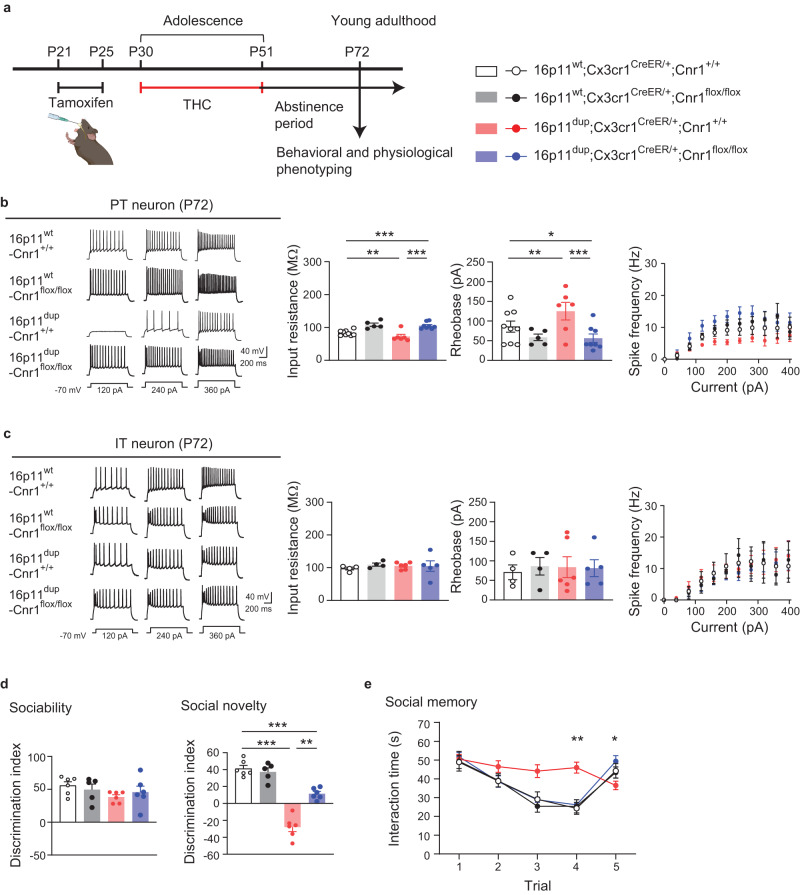
*Cnr1* deletion in the microglia normalizes deficits in PT neurons and social memory that are synergistically produced by adolescent THC treatment and 16p11dup. **a** Schematic diagram of the experimental design. **b** (Left) Representative voltage traces recorded from PT neurons in response to current step injections. (Right) The intrinsic excitability of PT neurons, as quantified by input resistance (left), rheobase (middle), and spike frequency (right). 16p11^wt^;*Cnr1*^*+/+*^ (*n* = 9 cells in 2 mice), 16p11^wt^;*Cnr1*^*flox/flox*^ (*n* = 5 cells in 3 mice), 16p11^dup^;*Cnr1*^*+/+*^ (*n* = 6 cells in 2 mice), and 16p11^dup^;*Cnr1*^*flox/flox*^ (*n* = 8 cells in 3 mice). ***p < 0.001, **p < 0.01, *p < 0.05 (*p* values are (Left) 16p11^wt^;*Cnr1*^*+/+*^ versus 16p11^dup^;*Cnr1*^*+/+*^: *p* = 0.0042, 16p11^wt^;*Cnr1*^*+/+*^ versus 16p11^dup^;*Cnr1*^*flox/flox*^: *p* = 0.0001, 16p11^dup^;*Cnr1*^*+/+*^ versus 16p11^dup^;*Cnr1*^*flox/flox*^: *p* < 0.0001, (Right) 16p11^wt^;*Cnr1*^*+/+*^ versus 16p11^dup^;*Cnr1*^*+/+*^: *p* = 0.0016, 16p11^wt^;*Cnr1*^*+/+*^ versus 16p11^dup^;*Cnr1*^*flox/flox*^: *p* = 0.0396, 16p11^dup^;*Cnr1*^*+/+*^ versus 16p11^du*p*^;*Cnr1*^*flox/flox*^: *p* < 0.000^1^ determined by two-way ANOVA with post hoc Tukey test. **c** (Left) Representative voltage traces recorded from IT neurons in response to current step injections. (Right) The intrinsic excitability of IT neurons, as quantified by input resistance (left), rheobase (middle), and spike frequency (right). 16p11^wt^;*Cnr1*^*+/+*^ (*n* = 4 cells in 2 mice), 16p11^wt^;*Cnr1*^*flox/flox*^ (*n* = 4 cells in 2 mice), 16p11^dup^;*Cnr1*^*+/+*^ (*n* = 6 cells i*n* 2 mice), and 16p11^dup^;*Cnr1*^*flox/flox*^ (*n* = 5 cells in 2 mice). **d** Sociability phenotypes (left) and preference of social novelty (right) as indicated by the discrimination index in the three-chamber social interaction test. e, Time spent with an ovariectomized female mouse in the 5-trial social memory test. **d**, **e** 16p11^wt^;*Cnr1*^*+/+*^ (*n* = 6 mice), 16p11^wt^;*Cnr1*^*flox/flox*^ (*n* = 5 mice), 16p11^dup^;*Cnr1*^*+/+*^ (*n* = 6 mice), 16p11^dup^;*Cnr1*^*flox/flox*^ (*n* = 6 mice). **d**, **e** ***p < 0.001, **p < 0.01 (*p* values are (**d**) 16p11^wt^;*Cnr1*^*+/+*^ versus 16p11^dup^;*Cnr1*^*+/+*^: *p* < 0.0001, 16p11^wt^;*Cnr1*^*+/+*^ versus 16p11^dup^;*Cnr1*^*flox/flox*^: *p* = 0.0004, 16p11^du*p*^;*Cnr1*^*+/+*^ versus 16p11^dup^;*Cnr1*^*flox/flox*^: *p* = 0.0026, (**e**) *Cnr1*^*flox/flox*^ x 16p11dup interaction for Trial 4 [*F*_1,19_ = 11.30, *p* = 0.0033], *Cnr1*^*flox/flox*^ x 16p11dup interaction for Trial 5 [*F*_1,19_ = 4.760, *p* = 0.0419]), determined by two-way ANOVA with post hoc Tukey test. Each symbol represents one cell (**b**, **c**) and one animal (**d**, **e**). Data are presented as the mean ± s.e.m.

## Discussion

Here, we showed that adolescent THC exposure and 16p11dup interact to produce Cnr1-mediated microglial apoptosis in the mPFC, leading to aberrant PT neuron function and social cognitive deficits in adulthood. Our findings demonstrated the pathological role of microglial Cnr1 in mediating adverse cognitive effects of adolescent cannabis use in the context of GxE. Previous studies have reported that treatment with relatively high doses of THC at 5 mg/kg or 10 mg/kg has induced short-lived reduction in locomotor activity in the wake of THC treatment^50,51^. These results suggest that reduced locomotion acutely induced by THC treatment is transient and may not affect cognitive deficits observed after a 3-week abstinence period. Adolescence is a critical period for PFC development, whereby microglia mediate neuronal maturation via synaptic pruning and remodeling, contributing to higher cognitive function^12–16,52,53^. Furthermore, adult cognitive function is greatly influenced by various environmental factors during developmental periods, such as adolescent cannabis use^1,3^. Thus, elucidating microglia-mediated pathways during adolescence is important for understanding the complex nature of pathophysiological mechanisms underlying the impact of adolescent cannabis use on cognitive impairments and psychiatric disorders.

It has been shown that subchronic THC treatment during adolescence increases Iba1 expression and induces neuroinflammation in the PFC of female rats^44,54^. Therefore, we were surprised to find that adolescent THC exposure induced microglial apoptosis in the mPFC of male mice, but not of female mice. These results suggest that microglial phenotypes induced by adolescent THC treatment depend on multiple factors, such as the duration of THC exposure, dose, abstinence periods, and/or sex. Interestingly, although we identified a decrease in the total number of Iba1^+^ microglia following THC treatment, the percentage of Iba1^+^P2ry12^-^ cells in the total microglia increased. These results are consistent with the morphological transition of microglia from a ramified to an amoeboid-like phenotype upon completion of THC treatment. The NF-κB signaling pathway has previously been identified as an upstream mediator for THC-induced apoptosis of dendritic cells^32^. p53-deficient microglia have also shown an increased expression of genes involved in anti-inflammation and tissue repair^55^. Additionally, pharmacological microglial activation up-regulates p53 expression^56^. Thus, examining other markers of microglial activation^57,58^ and studying the mechanistic links between apoptotic and inflammatory signaling pathways in microglia is needed to understand the microglial mechanisms underpinning the adverse effects of THC. Given that enzymatic dissociation of brain tissue during the process of cell isolation affects molecular expression in microglia^59–62^, interpreting such data requires caution. Our results also showed that THC-induced microglial apoptosis is mediated by Cnr1 expressed in the microglia. Notably, although THC also activates Cnr2 that is primarily (but not exclusively) expressed in various immune cells, including microglia^39^, our results showed that *Cnr2* deletion does not affect THC-induced microglial apoptosis.

Microglia have increasingly been reported to exhibit molecular heterogeneity across brain regions^63^. Compared to other regions, Cx3cr1 and CD80, which are involved in microglial activation, were found to be highly expressed in the PFC^64,65^. Interestingly, lipopolysaccharide (LPS) administration induced a higher expression of pro-inflammatory cytokines in the PFC, compared to other brain regions^66^. These studies suggest that the PFC may be uniquely sensitive to microglia-mediated inflammatory responses, potentially contributing to the THC-induced phenotypical changes seen in mPFC microglia.

The adverse effects of THC varied depending on the genetic risks conferring susceptibility to psychiatric disorders^25,26,28^. THC-induced microglial apoptosis was enhanced by 16p11dup, but not 22q11 deletion, suggesting that specific genetic risks underlie microglial vulnerability to cannabis exposure. Interestingly, previous studies, including ours, reported that many genes in the 16p11dup risk loci, including *Coro1a, Mapk3*, *Mvp*, *Tmem219*, *Kctd13*, *Maz*, *Taok2*, *Ypel3*, and *Aldoa*, are involved in apoptotic cell death or p53 signaling pathways^67–75^. This risk locus also contains multiple genes including*, Mapk3, Gdpd3, Ino80e, Hirip3, Mvp, Maz, and* Spn, which are highly expressed in microglia, as we found in a large-scale single-cell RNA-seq dataset from juvenile mouse cortices^76^. These results suggest that 16p11 CNV risk may contribute to increasing microglia’s susceptibility to apoptosis. While understanding the biological impact of CNVs may provide us with unprecedented insight into the complex mechanisms of psychiatric disorders, only some people with CNVs develop cognitive impairments, suggesting roles for environmental risk factors and GxE. This notion is supported by current work demonstrating that microglial apoptosis induced by adolescent THC exposure and 16p11dup yields long-lasting dysfunction in mPFC PT neurons and deficits in social memory. It will be important to further investigate the critical genes in 16p11dup loci whose dosage sensitivity plays the driving role in inducing microglial apoptosis in conjunction with THC-induced Cnr1 signaling alterations, leading to neuronal and cognitive deficits.

Aberrant prefrontal structure and function are implicated in psychiatric disorders of neurodevelopmental origins, such as autism spectrum disorder and schizophrenia^77^. Social cognitive impairments are often exhibited in patients with these disease conditions^78^. Recent preclinical evidence indicates that the mPFC is highly interconnected with subcortical regions, contributing to information processing involved in social recognition and memory. For instance, proper synaptic input from the ventral hippocampus onto layer 5 pyramidal neurons of mPFC is crucial in regulating social memory^79^. The nucleus accumbens-projecting mPFC neurons modulate social novelty recognition^80^. Although our current study supports the importance of PT neurons in the regulation of social memory, it is unclear how the adverse effects of THC on microglia selectively impact PT neurons, but not IT neurons, in the 16p11dup mice model. Recent studies have shown that microglia engulf the presynaptic elements and dendritic spines of pyramidal neurons in layer 5 of the mPFC during adolescence^13^. Thus, it is of interest to further investigate the differential microglia-mediated maturation processes of these neuronal subtypes and to elucidate how PT neurons specifically regulate social memory. Although *Cx3cr1*^*CreER/+*^ mice are widely used as a Cre driver line for studying microglia, Cnr1 expression in non-microglial Cx3cr1^+^ cells may also be suppressed in *Cx3cr1*^*CreER/+*^;*Cnr1*^*flox/flox*^ mice, warranting the use of other Cre lines targeting microglia to further investigate the precise roles of microglial Cnr1^81^.

In summary, our findings highlight the unexplored impact of adolescent THC exposure on microglial function. Furthermore, we identified the role of Cnr1 expressed in microglia for mediating its GxE effect on adolescent mPFC maturation and adult social memory. With the growing interest in the pathological implication of microglia in a wide range of psychiatric disorders, there is a clear need to further investigate the precise role of microglia in mediating GxE in the context of adolescent cannabis exposure. Considering that cannabis is an increasingly popular drug for medical and recreational use^82^, these lines of study will be particularly critical for building a mechanistic understanding of the adverse effects of cannabis, as well as providing translational insight for clinical research to address how cannabis exposure contributes to psychopathology in individuals genetically predisposed to psychiatric disorders.

## Methods

### Mice

C57BL/6J and *Cx3cr1*^*CreER/CreER*^ (*Cx3cr1*^*tm2.1(cre/ERT2)/Litt*^) mice were purchased from Jackson Laboratories (JAX; Bar Harbor, ME, USA). The mouse model of 16p11dup was originally developed by Drs. Wigler and Mills’s group^18^ and 22q11del mouse model was originally provided by Dr. Antonio Baldini^83^. *Cnr1*^*flox/flox*^ mice were a gift from Dr. George Kunos (originally developed by Lutz’s lab), and *Cnr2* KO mice were a gift from Dr. Ken Mackie^84^. These genetically modified lines were backcrossed onto the C57BL/6J background. For genetic deletion of *Cnr1* in the microglia, wild type (16p11^wt^);*Cx3cr1*^*+/+*^;*Cnr1*^*flox/+*^ female mice were crossed with male 16p11^dup^;*Cx3cr1*^*CreER/CreER*^; *Cnr1*^*flox/+*^ mice. All genetically engineered mice used for experiments were genotyped to verify the presence of genetic components specific for each mouse line. When purchased from JAX, animals were maintained for at least 1 week to allow for habituation before experimentation. When both male and female mice were used, animals were sex- and age-matched in each experiment. All animal procedures were approved by the Institutional Animal Care and Use Committee of Johns Hopkins University School of Medicine, and adhered to ethical consideration in animal research.

### Drug administration (THC and tamoxifen)

Delta-9-tetrahydrocannabinol (THC) was obtained from RTI International through the NIDA Drug Supply Program and Cayman Chemical. Using previously established protocols^25–28^, the mice were treated daily with a single subcutaneous injection (s.c.) of THC (8 mg/kg) or vehicle during adolescence (Postnatal day 30 [P30]-P51) or adulthood (P70-P91). The THC solution was prepared with saline and Cremophor (18:1, saline:Cremophor). A control cohort was treated by injection of a matched saline and Cremophor (Vehicle) mixture. After chronic THC treatment, a drug washout period of 3 weeks was used for some experiments, including electrophysiology and behavioral tests, to minimize any direct effects from THC treatment. For induction of genetic deletion of *Cnr1*, tamoxifen (0.1 mg/g body weight) was given by oral gavage once a day for 5 consecutive days at P21-P25. The animals were then subjected to adolescent THC treatment, followed by behavioral tests after a 3-week abstinence period from THC treatment.

### Fluorescence-activated cell sorting (FACS)

For microglia-bulk RNA-seq and qPCR experiments, we prepared cell samples using FACS as previously published^85,86^. Briefly, mPFC tissue was minced in Hibernate A low fluorescence reagent (BrainBits), and dissociated using mechanical dissociation methods. The resulting homogenates were pushed through a 70 μm cell strainer and centrifuged at 300 × *g* for 10 min before removing supernatants. Cell pellets were resuspended and subjected to Miltenyi debris removal reagent (cat # 130-109-398, Miltenyi Biotec Inc) according to manufacturer instructions. Cell pellets were again resuspended in 50 μl FACS buffer (0.5% bovine serum albumin in PBS) for cell surface marker staining. The blocking of nonspecific binding was induced in the cell suspensions via incubation for 10 min at 4 °C with anti–CD16/CD32 antibody (cat # 101320, BioLegend, clone 93, 5 ng/μl). This was followed by staining for 30 min at 4 °C with the appropriate antibodies: PE-Cy7 rat anti-mouse CD45 (cat # 561868, BD Biosciences, clone 30-F11, 2 ng/μl), BV421 rat anti-mouse CD11b (cat # 562605, BD Biosciences, clone M1/70, 2 ng/μl), APC rat anti-mouse P2ry12 (cat # 848006, BioLegend, clone S16007D, 2 ng/μl), BV421 rat anti-mouse CD45 (cat # 103133, BioLegend, clone 30-F11, 2 ng/μl), PE rat anti-mouse CD11b (cat # 101208, BioLegend, clone M1/70, 2 ng/μl), APC rat anti-mouse ACSA-2 (cat # 130-117-535, Miltenyi Biotec, clone IH3-18A3, 1:25 dilution), AF 488 rat anti-mouse TMEM119 (cat # 53-6119-82, Invitrogen, clone V3RT1GOsz, 5 ng/μl), and Alexa 488 rat anti-mouse NeuN (cat # MAB377X, Millipore sigma, clone A60, 5 ng/μl). After incubation, cells were washed, then resuspended in 300 μl of FACS buffer. Gates were validated by 7-AAD Viability Staining Solution (cat # 00-6993-50, Invitrogen) to identify live and dead cells. CD45^+^/CD11b^+^/P2ry12^+^ or CD45^+^/CD11b^+^/TMEM119^+^ microglia, ACSA-2^+^ astrocytes, and NeuN^+^ neurons were acquired by a FACS Aria Flow Cytometer for further experimental use.

### Primary microglia culture

Microglia were isolated from whole-brain homogenates of different adult mouse models according to a previously described method with minor modification^87^. In brief, mice were anesthetized with isoflurane and transcardially perfused with 20 ml cold PBS. The brains were isolated, minced in HBSS (cat # 55021 C, Sigma-Aldrich, St. Louis, MO, USA) and dissociated with the neural tissue dissociation kit (cat # 130-092-628, MACS Miltenyi Biotec, Auburn, CA) according to manufacturer instructions. After passing through a 70 μm cell strainer, resulting homogenates were centrifuged at 300 × *g* for 10 min. Supernatants were removed, and cell pellets were resuspended. Myelin was removed by Myelin Removal Beads II (cat # 130-096-733, MACS Miltenyi Biotec, Auburn, CA) according to manufacturer instructions. Myelin-removed cell pellets were resuspended and incubated with CD11b MicroBeads (cat # 130-093-634, MACS Militenyi Biotec, Auburn, CA) for 15 min, then loaded onto LS columns and separated on a quadroMACS magnet. CD11b^+^ cells were flushed out from the LS columns, then washed and resuspended in the growth medium for mouse microglia (49 ml DMEM/F-12, 500 μl 100× Pen-strep/ glutamine stock, 500 μl TNS stock (including N-acetyl cysteine, sodium selenite, and apo-transferrin), 50 μl COG stock (including oleic acid, gondoic acid, and cholesterol), 50 μl TCH stock (including mouse CSF-1, human TGF-β2, and heparin sulfate))^88^. The number of viable cells was determined using a hemacytometer and 0.1% trypan blue staining. Each brain extraction yielded 1 × 10^6^ viable CD11b^+^ cells. These cells were then plated at a density of 1.4 × 10^5^ cells per well in a 12-well plate with cover glass (Cat # 12-545-100, Fisher Scientific) coated with PDL (15μg/ml) and collagen IV (cat # 354233, Corning), and placed in a humidified 37 °C incubator with 5 % CO_2_. The microglial growth medium was changed every 2 days by removing 50% of the medium and adding an equal volume of fresh microglial growth medium. 5 μM THC or Veh was added 7 days after seeding the cells. 6 h later the cell culture was collected and cell morphology (Immunohistochemistry for phalloidin: cat # ab176753, Abcam) and apoptosis/necrosis (Apoptosis/Necrosis assay kit: cat # ab176749, Abcam) were assayed. In order to evaluate the contribution of p53 signaling to microglia apoptosis produced by 16p11dup with THC treatment, microglia culture cells were co-treated with THC and 10 μM of p53 signaling inhibitor, pifithrin-α (cat # P0122, Millipore SIGMA) for 1 h before THC or vehicle treatment.

### Isolation of microglia-enriched CD11b^+^ cells and ACSA-2^+^ astrocytes

Microglia-enriched CD11b^+^ cells and ACSA-2^+^ astrocytes were isolated from one adult mouse model according to a previously described method with minor modifications^87^. In brief, utilizing the same method used to create the primary microglia culture, CD11b^+^ cells were isolated by anti-CD11b MicroBeads (cat # 130-093-634, MACS Miltenyi Biotec, Auburn, CA). CD11b^+^ cells-removed cell pellets were resuspended and incubated with FcR blocking reagent for 10 min, followed by ACSA-2 MicroBeads (cat # 130-097-678, MACS Miltenyi Biotec, Auburn, CA) for 15 min, and then loaded onto LS columns where they were separated on a quadroMACS magnet. ACSA-2^+^ cells were flushed out from the LS columns, and ACSA-2^+^ cells-removed cell pellets were used as remaining cells.

### Protein extraction and immunoblotting

Microglia-enriched CD11b^+^ cells, ACSA-2^+^ astrocytes, and remaining cell populations were separately lysed in RIPA buffer (cat # 89901, ThermoFisher scientific) and sonicated to extract protein samples. Each protein sample was analyzed by SDA-PAGE and subsequent western blotting^25^. The following primary antibodies were used: rabbit polyclonal antibody against Cnr1 (cat # MSFR100590, CB1-Rb-Af380, Nittobo Medical Co), rabbit polyclonal antibody against Iba 1 (cat # 016-20001, FUJIFILM), chicken polyclonal antibody against GFAP (cat # ab4674, Abcam), rabbit monoclonal antibody against NeuN (cat # 24307, Cell Signaling Technology), and mouse monoclonal antibody against GAPDH (cat # sc-32233, Santa Cruz). Quantitative densitometric measurement of western blotting was performed by using ImageJ-FIJI software (NIH).

### Immunohistochemistry and TUNEL assay

Immunohistochemistry was performed using our previously published methods with some modifications^89,90^. Mouse brains were extracted after perfusion with 4% paraformaldehyde (PFA). The fixed brains were embedded in cryocompound (Sakura Finetek USA, Torrance, CA, USA) after replacement of PFA with 30% sucrose in phosphate buffered saline (PBS). Coronal sections including the mPFC were obtained at 100 µm with a cryostat (cat # CM 3050S, Leica, Buffalo Grove, IL, USA). The sections were heated in HistoVT One solution (cat # 06380-05, Nacalai Tesque, Kyoto, Japan) for 30 min at 60 °C for antigen retrieval. The sections were then washed with PBS containing 0.5% Triton X-100, followed by blocking with 0.5% Triton X-100 and 1% normal goat serum for 1 h. The sections were washed with PBS containing 0.5% Triton X-100, then blocked with 0.5% Triton X-100 and 1% bovine skin gelatin for 1 h. After blocking, sections were incubated with primary antibody [Rabbit anti-Iba1 antibody (cat # 019-19471, Wako, 1:500), Rat anti-P2ry12 antibody (cat # 848001, BioLegend, 1:50), Rabbit anti-Aldh1l antibody (cat # MABN495, Millipore, 1:100), Rabbit anti-Casp3-p17 antibody (cat # sc-271028, SantaCruz, 1:100)] at 4 °C overnight. An additional incubation with secondary antibodies conjugated to Alexa 488 (cat # A-32731, Invitrogen, 1:400) and Alexa 568 (cat # A-11004, Invitrogen, 1:400) was performed for 2 h. Nuclei were labeled with DAPI (cat # 10236276001, Roche, Indianapolis, IN, USA). TUNEL assay (cat # C10618, ThermoFisher Scientific) was performed according to the manufacturer’s instructions. As a positive control, adjacent brain sections were treated with 1 unit of DNase I (cat # 108068-015) diluted in 1X DNase I Reaction Buffer (20 mM Tris-HCl, pH 8.4, 2 mM MgCl2, 50 mM KCl) for 30 min at room temperature.

### Image analysis

Immunofluorescence images of mPFC were acquired using the Zeiss LSM700 confocal microscope with ZEN 2010 software (Carl Zeiss, Thornwood, New York, USA). PFC was defined as anteroposterior (AP): +2.57 to +1.53 mm, mediolateral (ML): ±2.75 mm from bregma, dorsoventral (DV): −1.75 to −3.05 mm from the dura according to the brain atlas. To assess the number of Iba1^+^ P2ry12^+^ cells and Iba1^+^ P2ry12^-^ cells, as well as to measure the signal intensity of Casp3-p17 in Iba1^+^ cells and TUNEL, all sections were imaged by the confocal microscope using the 20 × object lens to collect *z*-stacks image of twenty five optical slices at a step size of 1-μm thick. The signal intensity of Casp3-p17 was measured within thresholded Iba1^+^ mask to obtain the fluorescence intensity solely from Iba1^+^ microglia. To measure signal intensity of TUNEL assay, we created a 2D mask of mPFC and determined the mean fluorescence of TUNEL positive signal in all sections using ImageJ-FIJI software. Cells were counted and signal intensity was measured from two brain sections per mouse for each condition. Identical parameters for all imaging and threshold settings were used for all groups to minimize experimental bias. For the microglial morphology assessments, all sections were imaged on the confocal microscope using the 100 × oil immersion objective lens to collect *z*-stacks image of twenty five optical slices at a step size of 1-μm thick. Morphological analysis was performed by using Imaris 7.6.4 software (Bitplane, Zurich, Switzerland). 3D construction of microglia was applied, then the z-stack images were masked with the surface motif and reconstructed with the filament motif of Imaris software. We measured and compared the area of Iba1^+^ cell processes, total cell and cell body which were measured by using the filament function in the Imaris software. Iba1^+^ cell from two brain sections per mouse for each condition were used for analysis. These measurements were analyzed by experimenters who were blinded to the groups.

### RNA isolation and quantitative real-time PCR (qPCR)

Total RNA was isolated from mPFC tissue or FACS-sorted microglia cells using a RNeasy Mini Kit (QIAGEN). Quantitative real-time PCR (qPCR) was performed using TaqMan according to manufacturer’s protocol (Applied Biosystems). Briefly, cDNA from mPFC tissue or sorted microglia cells was prepared by SuperScript® III CellsDirect cDNA Synthesis Kit (Life Technologies) from total RNA in the range of 10–100 ng. Real-time PCR reactions contained diluted cDNA from the synthesis reaction and 200 nM of forward and reverse TaqMan primers specific to targets of interest (Assay IDs for Cnr1: Mm01212171_s1, Iba1: Mm00479862_g1, and Trp53: Mm01731290_g1, Applied Biosystems). Primers for GAPDH (Assay ID: Mm99999915_g1, Applied Biosystems) were used to normalize the expression data. The real-time PCR reaction and measurement was carried out with Applied Biosystems QuantStudio^TM^ 5. PCR reaction conditions are as follows: 50 °C, 2 min; 95 °C, 2 min; 50 cycles of 95 °C, 1 s; and 60 °C, 20 s, including a dissociation curve at the last step to verify single amplicon in the reaction.

### RNA sequencing (RNA-seq) and bioinformatic analysis

The microglia (CD11b^+^/CD45^+^/P2ry12^+^) were collected from the mPFC of mice at P51 (upon completion of adolescent THC treatment) by FACS using published methods^85,91^. Batch effects were avoided by using balanced, randomized experimental design. These cells were transferred to the Johns Hopkins Sequencing core for subsequent processing (RNA isolation, quality control, library preparation for low input RNA (low input Nugen ovation RNA-seq V2)), followed by deep sequencing (50 million reads/sample, 150 bp paired end (PE) sequencing using NovaSeq) with standard RNA-seq pipeline at base resolution and at the transcript level. 

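Sequencing gave 49062725 to 96524683 read pairs per library, with a median of 67018168.5 over the 18 libraries. Between 72.47% and 81.81% of the reads were mapped, and the deposited sample sheet assigns a mean of 34.6% of mapped reads to exons and 66.2% to introns. The expected counts on genes had medians of 9632801.5 in WT-Veh, 10244636.5 in WT-THC, 10477192 in 16p11dup-Veh and 10230899 in 16p11dup-THC. Genes with at least 1 count numbered 9744 ± 1301 (SD, n = 6) in WT-Veh, 9851 ± 895 in WT-THC, 10087 ± 1117 in 16p11dup-Veh and 9558 ± 149 in 16p11dup-THC (SD, n = 4 each). The Rn45s transcript varied from 4.38% to 13.77% of counts between libraries. The precision of a gene's value depends on its level. For the 3062 genes with a mean of 1 to 10 CPM, the median SD of log2 CPM between libraries of one group was 3.13. It was 2.55 for the 6117 genes of 10 to 100 CPM, 0.95 for the 1937 genes of the next higher class and 0.44 for the 78 most abundant genes.

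**Figure D6:**
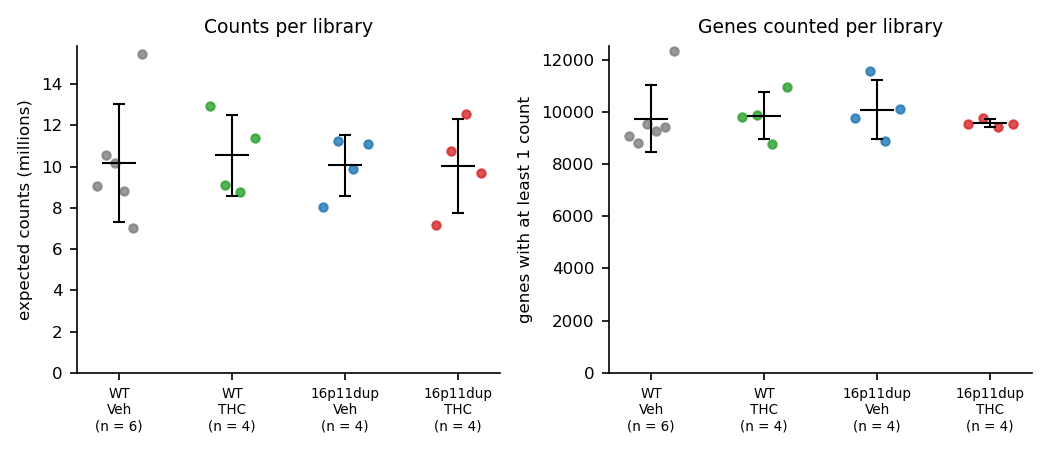
Expected counts per library and genes with at least 1 count in each library of the 4 groups (points), with the group mean and SD (bars). WT-Veh replicate 6 holds the most counts (15459286) and the most genes (12349).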

The software package “rsem-1.3.0” was used for running the alignments as well as generating gene and isoform expression levels. The ‘rsem-calculate-expression’ module was used with the following options: --star, --calc-ci, --star-output-genome-bam, --forward-prob 0.5. The data were then aligned to GRCm38/mm10 mouse reference genome. The outputs of this pipeline include count data and TPM and FPFM data, in addition to BAM formatted files of read alignments in genomic and transcript coordinates. Four sample outliers were detected using Inter Array Correlation^92^. Briefly, we computed samples’ pairwise correlations (Pearson’s r) to define the relative Euclidean distance among subjects. 

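Among the 18 libraries of the deposited table, Pearson's r of log2 CPM between pairs of libraries ranged from 0.767 to 0.926, with a median of 0.824 across all 22428 genes. Pairs of libraries from the same group had a median r of 0.817, and pairs from different groups had 0.824. The mean r of a library with the other 17 ranged from 0.788 (WT-Veh replicate 2) to 0.855 (WT-THC replicate 11). The lowest library had a z score of -1.97. Over the 10049 genes counted in at least 9 libraries, the median r between pairs was 0.557, and WT-Veh replicate 6 had the highest mean r (0.669, z = 2.76). These correlations are across genes, which are not independent replicates.

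**Figure D7:**
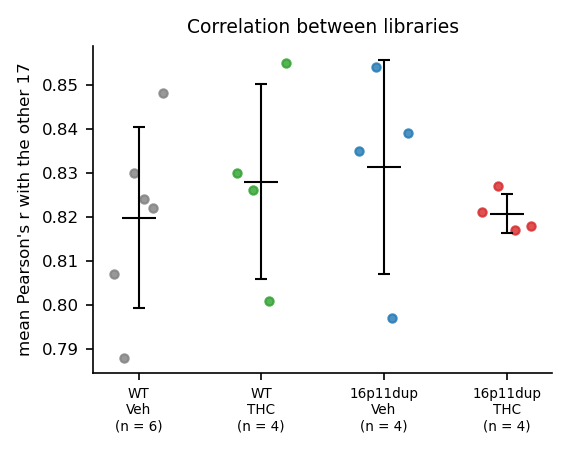
Mean Pearson's r of log2 CPM of each library with the other 17 (points), by group, with the group mean and SD (bars). The 18 values lie between 0.788 and 0.855, and the 4 groups overlap.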

We then excluded outliers exhibiting a deviation from the average distance ≥2 standard deviations, resulting in 18 samples remaining for analysis (Supplementary Fig. 5, Supplementary Data 1). For the analysis of RNA-seq data, we focused on genes with non-zero expression (22,428 genes with TPM > 0.1), using the R package limma after *voom* normalization^93^, and then used the *lmTest* and *ebayes* functions in the package to fit the statistical models, allowing us to estimate log_2_ fold changes, moderated t-statistics, and corresponding *p*-values. 

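The deposited table holds 22428 genes, of which 13964 have a count above 0 in at least 1 of the 18 libraries. The other 8464 genes have a count of 0 in every library. Genes counted in all 18 libraries number 5519, and 10049 genes are counted in at least 9. Over the whole table, 56.3% of the values stand at a count of 0. The markers Cx3cr1, P2ry12, Aif1, Itgam and Tmem119 were counted in all 18 libraries. Cnr1, the cannabinoid receptor type 1 gene, is absent from the gene names of the table and was not analysed here. Cnr2, the cannabinoid receptor type 2 gene, was also counted in all 18.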

We fitted a main model to evaluate the association of gene expression with experimental condition (*THC*, *16p11dup*, and THC*16p11dup, compared to WT-vehicle), adjusting for the percentage of mapped reads, as a variable accounting for overall sequencing accuracy, which is related to the RNA quality. We extracted statistics of the different coefficients of interest, and the function *makeContrasts* was used for further comparisons (THC*16p11dup vs. THC, THC*16p11dup vs. 16p11dup). For multiple-testing correction, we applied the FDR correction to the set of expressed genes (22,428 genes). In this way, we identified specific genes whose expression is more likely to be associated with 16p11dup, THC treatment, or the GxE effect when compared to WT littermate controls, 16p11dup mice, and THC-treated mice. 

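At FDR < 0.10 over all genes, limma called 2 genes in WT-THC compared with WT-Veh (Usp53 and Tub, both higher) and 1 in 16p11dup-THC compared with WT-Veh (Mrpl20, lower). It called 1 gene in 16p11dup-THC compared with WT-THC (Tub, lower). No gene was called in 16p11dup-Veh compared with WT-Veh (smallest FDR 0.982) or in 16p11dup-THC compared with 16p11dup-Veh (smallest FDR 0.769). The interaction of THC and 16p11dup gave no call either, with 640 genes at an unadjusted p under 0.05 (smallest FDR 0.973). For these 3 tests edgeR called 24, 18 and 15 genes and DESeq2 called 454, 818 and 811. In data simulated for WT-THC compared with WT-Veh, limma called 8% of genes changed by 2 on the log2 scale and 48% of genes changed by 4, together with 17 unchanged genes. DESeq2 called 31% and 96% of them, with 444 unchanged genes, and edgeR called 8% and 64%, with 1 unchanged gene. For the simulated interaction, limma called 0% of genes changed by 2 and 7% of genes changed by 4. These simulated changes were placed only in genes with a mean log2 CPM of at least 5. Usp53, Tub and Mrpl20 lie below that level (-2.96, -2.01 and 1.67), so the shares do not cover genes like them.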

Differentially expressed genes were defined based on FDR-corrected *p*-value < 0.10. 

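The 5 surrogate variables of the deposited sample sheet were added to the limma model, and the moderated t statistics were compared with those of the model without them. Across all 22428 genes, Pearson's r was 0.72 for WT-THC, 0.734 for 16p11dup-Veh and 0.745 for 16p11dup-THC, each compared with WT-Veh. It was 0.86 for 16p11dup-THC compared with WT-THC and 0.801 compared with 16p11dup-Veh. These r values correspond to a t of 155.24, 162.01, 167.26, 252.17 and 200.61, across genes that are not independent replicates. Of the genes with an unadjusted p under 0.05 without the surrogate variables, 225 of 569 kept such a p with them in WT-THC and 171 of 508 in 16p11dup-Veh. For 16p11dup-THC, 358 of 772 genes did against WT-Veh, 465 of 810 against WT-THC and 332 of 720 against 16p11dup-Veh. All of these kept their direction. With the surrogate variables, limma called 0 genes at FDR < 0.10 in WT-THC, 2 in 16p11dup-Veh and 0 in 16p11dup-THC compared with WT-Veh.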

We also used the R package ‘sva’ to identify surrogate variables accounting for unknown source of variations in our dataset^94^, and performed sensitivity analysis with five surrogate variables (Supplementary Data 1) as covariates with consistent results (correlation between the t-statistics from the two differential expression analyses: *t* = 171.96, *p* < 2e−16). 

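With both an unadjusted p under 0.05 and a log2 fold change beyond 2, limma listed 451 genes in WT-THC compared with WT-Veh, 270 higher and 181 lower. The same criteria gave 376 genes in 16p11dup-Veh, 251 higher and 125 lower. In 16p11dup-THC they gave 592 genes against WT-Veh (271 higher, 321 lower), 661 against WT-THC (259 higher, 402 lower) and 559 against 16p11dup-Veh (179 higher, 380 lower). Genes counted in fewer than 9 of the 18 libraries made up 104, 109, 71, 126 and 122 of these genes. Psmd12, Mrpl52 and Agmo are among the 592 genes in 16p11dup-THC compared with WT-Veh. Agmo, an ether lipid monooxygenase, had a log2 fold change of 2.71 there (SE 0.47, FDR = 0.468 from limma). Restricting the test to genes with a mean log2 CPM of at least 1 left 208, 147, 347, 347 and 288 genes. The balance of higher and lower genes turned with the tool in WT-THC (324 and 639 with edgeR, 484 and 912 with DESeq2) and in 16p11dup-THC compared with WT-THC (550 and 500, 897 and 829). In 16p11dup-Veh it was 612 and 329 with edgeR, 493 and 613 with DESeq2, and 178 and 203 in limma with only the 2 groups compared. In 16p11dup-THC compared with WT-Veh it was 290 and 270 with quantile normalization.

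**Figure D8:**
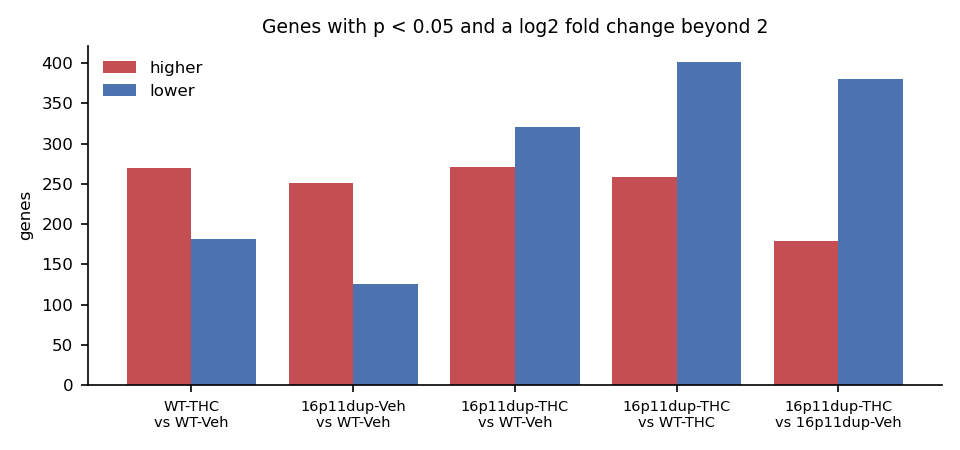
Number of genes with an unadjusted p under 0.05 from limma and a log2 fold change beyond 2 in the 5 comparisons of groups, split into higher (red) and lower (blue). The bars for 16p11dup-THC against 16p11dup-Veh stand for 380 lower and 179 higher genes.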

We performed pathway enrichment analysis using the Reactome dataset (Panther 17.0 release); for this analysis we prioritized genes that are associated with the experimental condition based on uncorrected a value of *p* < 0.05, and log fold change <−2 or >2. Enriched pathways were identified based on FDR < 0.05. We used the Ingenuity Pathway Analysis (IPA) software to detect common upstream regulators of genes associated with the interaction between THC and 16p11dup in the microglia, indicative of functional gene interaction networks. Because the upstream regulator analysis takes into account the magnitude and the directionality of the t-statistics, we selected genes for this analysis only based on uncorrected a value of *p* < 0.05. Common upstream regulators were identified based on Benjamini-Hochberg a value of *p* < 0.05.

### Electrophysiology

For brain slice preparation, mice were anesthetized with isoflurane and decapitated. The brains were rapidly removed and chilled in ice-cold sucrose solution (pH 7.3) containing (mM) 76 NaCl, 25 NaHCO_3_, 25 glucose, 75 sucrose, 2.5 KCl, 1.25 NaH_2_PO_4_, 0.5 CaCl_2_, and 7 MgSO_4_. Acute brain slices (300 μm) including the medial prefrontal cortex (mPFC) were prepared using a vibratome (VT-1200s, Leica). Slices were then incubated in warm (32–35 °C) sucrose solution for 30 min, then transferred to warm (32–34 °C) artificial cerebrospinal fluid (aCSF, pH 7.3, 315 mOsm) composed of (mM) 125 NaCl, 26 NaHCO_3_, 2.5 KCl, 1.25 NaH_2_PO_4_, 1MgSO_4_, 20 glucose, 2 CaCl_2_, 0.4 ascorbic acid, 2 pyruvic acid, and 4 L-(+)-lactic acid. Slices were allowed to cool to room temperature. All solutions were continuously bubbled with 95% O_2_ and 5% CO_2_. For whole-cell recordings, slices were transferred to a submersion chamber on an upright microscope (Zeiss AxioExaminer, Objectives: 5×, 0.16 NA and 40×, 1.0 NA) fitted for infrared differential interference contrast (DIC). Slices were continuously superfused (2–4 ml/min) with warm oxygenated aCSF (32–34 °C). Neurons were visualized with a digital camera (Sensicam QE; Cooke) using transmitted light. Prelimbic mPFC was identified based on the shape and location of the corpus callosum.

For intrinsic excitability measurements, glass recording electrodes (2–4 MΩ) were filled with an internal solution (pH 7.3, 295 mOsm) containing (mM) 2.7 KCl, 120 KMeSO_4_, 9 HEPES, 0.18 EGTA, 4 MgATP, 0.3 NaGTP, and 20 phosphocreatine (Na). Electrophysiological recordings for measuring membrane properties and intrinsic excitability were performed in the presence of the following blockers of glutamate and GABA receptors: 5 μM 2,3-Dioxo-6-nitro-1,2,3,4-tetrahydrobenzo[*f*]quinoxaline-7-sulfonamide disodium salt (NBQX; AMPA receptor antagonist), 5 μM (*RS*)-3-(2-Carboxypiperazin-4-yl)-propyl-1-phosphonic acid (CPP; NMDA receptor antagonist), and 10 μM 6-Imino-3-(4-methoxyphenyl)-1(6*H*)-pyridazinebutanoic acid hydrobromide (SR95531; GABA_A_ receptor antagonist, all from Tocris). The resting membrane potential was measured after whole-cell configuration was achieved. Neurons exhibiting a resting membrane potential greater than −60 mV were excluded from recordings. The input resistance was determined by measuring the voltage change in response to a 1-s-long −100 pA hyperpolarizing current. The current-spike frequency relationship was measured with a range of depolarizing current steps presented in a pseudorandom order (1 s long, 40 pA increments, 5 s interstimulus intervals). For each current intensity, the total number of action potentials exceeding 0 mV generated during each step was measured and averaged across the three trials. The rheobase was determined by first probing the response of the neuron with 1-s-long depolarizing steps (5 s interstimulus intervals) to define a small range of current steps that bounded the rheobase. The response of the neurons was then tested within this range using 1-s-long depolarizing steps with 1 pA increments. All signals were low-pass filtered at 10 kHz and sampled at 20–100 kHz.

Data analysis was performed in Igor Pro (WaveMetrics). IT- and PT-type neurons were categorized based on their sag amplitude (determined by the difference between peak hyperpolarized potential and steady-state potential) and sag decay slope (average of differential values of voltage trace from peak hyperpolarized potential point to 100 ms from the peak point). Cells showing <1 mV sag amplitude and <0.07 mV/ms sag decay slope were categorized as IT neurons (61 out of 115 cells). Cells showing >1 mV sag amplitude and >0.07 mV/ms sag decay slope were counted as PT neurons (43 out of 115 cells). The remaining cells, which did not meet both criteria, were categorized as Others (11 out of 115 cells) and excluded from further analysis. The access resistance (Ra) of all cells was <30 MΩ at the start of recording. 5x differential interference contrast (DIC) images were acquired and saved for all cells recorded to confirm the locations of cells in layer 5 of the mPFC. For the electrophysiological experiments using the Cx3cr1^CreER^ mice and the adult THC treatment, the following set of hardware and software was used. The electrophysiological rig consisted of Axioscope2 FS plus microscope (Zeiss) and pco.edge 4.2 bi digital camera (PCO), and pCLAMP software (Molecular Devices) was used for data acquisition and analysis. The experimenter was blinded to the mouse information during recording experiments and raw data analysis.

### Behavioral tests

Behavioral tests were conducted on male and female mice housed on a reversed 12-h light/dark cycle starting at P72 or P112. All tests were conducted during the dark period of the cycle. After 1-week habituation in reversed 12-h light/dark cycle, mice were subjected to behavior tests in the following order: olfactory habituation/dis-habituation test, open field test, elevated plus maze test, novel object recognition test, novel place recognition test, three-chamber social approach test, and 5-trial social memory test. The interval between different behavioral tests was at least 24 h. Each apparatus was cleaned with 70% ethanol between individual animals to control for odor cues.

#### Olfactory habituation/dis-habituation test

The olfactory habituation/dis-habituation test was designed to determine whether a mouse can remember and distinguish between odors^95^. The odors were presented on a suspended cotton swab to the test mouse in a clean cage with fresh shavings. Each mouse was tested during three consecutive 2-min periods for each odor with 2-min intervals. The time that the mouse smelled the swab was recorded. After three trials (first block) with the odorless swab (water), the same three trials were repeated (second block) with the swab dipped in diluted vanilla flavor (1:33; GEL SPICE, Bayonne, NJ). After the second block of trials, the swab was dipped in diluted banana flavor (1:100; McCormick, Hunt Valley, MD) and presented to the animals (third block). In general, mice habituated quickly to odors, and sniffing time declined when the mouse was exposed several times to the same odor. When a new odor was introduced, there was an increase in sniffing time, indicating that the animal could discriminate between odors.

#### Open field test

The open field test was performed according to our previously published methods with minor modification^96,97^. Locomotor activity was assessed over a 30-min period in 40 × 40 cm activity chambers with built-in infrared beams (PAS system, San Diego Instruments Inc., San Diego, CA, USA). Horizontal and vertical locomotor activities in the center or along the walls (periphery) of the chamber and rearing were automatically recorded as beam breaks.

#### Elevated plus maze test

The elevated plus maze test was conducted to evaluate anxiety-like behaviors using our previously published protocol^96^. A mouse was placed in the intersection (middle) of the arms in the plus maze (San Diego Instruments, Inc.), and observed and videotaped for 5 min. The number of entries into the closed and open arms, as well as the time spent in the closed vs open arms, were recorded.

#### Novel object recognition test and novel place recognition test

Mice were placed into a Plexiglas open-field arena (20 × 40 × 22 cm). Each mouse was individually habituated to the arena with 10 min of exploration in the absence of objects each day for 3 consecutive days (habituation). On day 3, an hour after habituation, two objects were secured to the floor of the arena at adjacent corners, and each animal was allowed to explore the arena for 10 min (training). The objects were identical in shape, color, and size. For novel object recognition, 15 min after the training, each mouse was placed back into the arena but with one of the familiar objects used during training replaced by a novel object. Each mouse was allowed to explore for 5 min and the time spent exploring each object was recorded (retention). The novel object was similar in size to the familiar object, but different in shape and color. Ratios comparing the amount of time spent exploring either of the two objects (training session) or the novel object (retention session), both over the total time spent exploring both objects, were used to measure object recognition memory. Similarly, individual mice were tested in the spatial component via novel place recognition test. During the retention session, one of the two familiar objects now occupied a new location in the arena with respect to the previous trial (defined as novel location). Each mouse was allowed to explore for 5 min and the time spent exploring each location was recorded. A ratio of the amount of time spent exploring the novel location over the total time spent exploring both locations was used to measure spatial recognition memory. Exploration was defined as sniffing the object.

#### Three-chamber social approach test

The three-chamber social interaction test was performed according to our previously published methods with minor modification^98^. The assay consisted of four sessions. The first session began with 10 min habituation in the center chamber followed by a second 10 min session where the subject mouse could freely explore all three chambers including two side chambers, each with a plastic cage for habituation. In the third session, the mouse was gently confined to the center chamber while a novel intruder control mouse (stranger 1) was placed in one plastic cage in one side chamber, and an inanimate mouse-like object was placed in the other. The subject mouse was allowed to freely explore all three chambers for 10 min. Before the last session, the subject mouse was gently guided to the center chamber while the inanimate mouse-like object was replaced with another novel intruder control mouse (stranger 2) to assess for social novelty recognition. The subject mouse freely explored all three chambers for 10 min. The positions of the inanimate cage and stranger 1 cage were alternated between tests to prevent side preference. The plastic cages used in the tests allowed substantial olfactory, auditory, visual, and tactile contact between subject mice and stranger mice. Individual movement (i.e., social sniffing) of the subject mice was analyzed by a researcher who was blinded to the group assignment. The heat maps were generated by Ethovision XT 11.0 (Noldus, Leesburg, VA).

#### 5-trial social memory test

For the 5-trial recognition test with social cues, we transferred mice from group to individual housing for 10 d before testing to permit establishment of a home cage territory. The test began when a stimulus female mouse was introduced into the home cage of each male mouse for a 1 min confrontation. Age-matched ovariectomized female C57BL/6 mice from Jackson Laboratories (JAX; Bar Harbor, ME, USA) were used as stimulus mice. At the end of the 1 min trial, the stimulus mouse was removed and returned to an individual holding cage. This sequence was repeated for four trials with 10 min inter-trial intervals. The same stimulus mouse was introduced to the same male resident in all four trials. In a fifth dishabituation trial, we introduced a different stimulus mouse to the resident male mouse. Behavior was recorded and interaction time (time for nosing, anogenital sniffing, and close following and pursuit) was scored. Aggressive posturing and sexual behaviors (e.g. mounting) were not included in the calculation of social interaction time.

### Statistical analyses

Behavioral, biochemical, and morphological phenotyping data were analyzed by two-way mixed analyses of variance (ANOVA) to identify a possible synergistic effect (source of variation due to interaction) with the group (16p11dup and wild type littermate control) and treatment (THC and vehicle) as independent factors. Tukey’s post-hoc test was used to determine statistically significant differences between each group. Two-tailed analyses of unpaired Student’s *t* tests were also used for data analysis in comparing THC and vehicle treatment or 16p11dup and wild type littermate controls. These statistical analyses were conducted by using GraphPad Prism 7 (GraphPad Software, La Jolla, CA, USA). A value of *p* < 0.05 was considered statistically significant. All data are presented as means ± standard error of the mean (s.e.m.).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

### Source data

Source Data

## Data Availability

The datasets generated and analyzed during the current study are provided with this paper. Raw data of RNA-seq are also available at the NCBI Gene Expression Omnibus under accession number GSE242892. Source data are provided with this paper.

# Supplementary material for: Microglial cannabinoid receptor type 1 mediates social memory deficits in mice produced by adolescent THC exposure and 16p11.2 duplication
**Source:** Nat Commun. 2023 Oct 25;14:6559. doi: 10.1038/s41467-023-42276-5
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: Sample information and gene expression data (CPM)

File Name: Supplementary Data 2

Description: Full statistics from the differential gene expression analyses for each comparison

File Name: Supplementary Data 3

Description: Enriched pathway and upstream regulator list

How the deposited data were processed for this re-analysis (not part of the article)

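Microglia (CD11b+/CD45+/P2ry12+) of the mPFC were sequenced in 18 libraries of 4 groups: WT-Veh (n = 6), WT-THC (n = 4), 16p11dup-Veh (n = 4) and 16p11dup-THC (n = 4). Each library was taken as one replicate, although no source says that each came from one mouse. The paper names a Smart-seq2 protocol in its results and a low-input Nugen Ovation kit in its methods. The 4 libraries that the authors left out as outliers are not analysed here.

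The authors aligned reads to GRCm38 with STAR and counted them with RSEM 1.3.0 without using the strand. The log2 values deposited by the authors follow the voom formula, with 0.5 counts added and the library size scaled by a factor of 0.735 to 1.305. RSEM expected counts were recovered from the deposited values in steps of 0.01, since the lowest value of each library is a count of 0. Of the non-zero counts recovered, 94.3% are whole numbers. The counts of reads, mapped reads and reads on exons and introns per library are whole numbers as deposited by the authors. The fraction of mapped reads and the fractions of reads on exons and introns are ratios of those deposited counts. The 5 surrogate variables are scores that the authors obtained by surrogate variable analysis and deposited without further scaling. The rDNA column, an other percentage whose unit the authors do not state as deposited, was not used here.

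The comparisons, the limma test, the gene lists, the naming rule and most alternatives were chosen before the data were examined. The proteasome and p53 target lists were tested because of the paper's Reactome and upstream regulator results, which come from these same libraries. Values in the leading part of the tables of Supplementary Data 1 and 2 had been seen before the naming rule was written. The choice to compute voom weights without the design was settled only after the deposited values and the paper's tables had been seen. The model in limma 3.58.1 held the 4 groups and the percentage of mapped reads over all 18 libraries, with eBayes moderation. Comparisons of 16p11dup-THC with WT-THC and 16p11dup-Veh were each fitted with their own coefficient. Tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method over 22428 genes, with a threshold of 0.10. A prioritised gene has an unadjusted p under 0.05 and a log2 fold change below -2 or above 2.

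Named genes are those at FDR < 0.10, those the paper names for the RNA-seq or the 16p11.2 region, and the 10 with the smallest unadjusted p in each direction. That p had to be under 0.05, and the gene had to have a mean log2 CPM of at least 5 and a count in every library compared. Members of the gene lists with an unadjusted p under 0.05 may also be named, at most 6 per list and comparison. Some genes that the rule selects are not reported here. Exact permutation tests used the difference of mean log2 CPM over all arrangements of the libraries of 2 groups. Gene lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry. Lists among prioritised genes were tested by a one-sided Fisher's exact test against genes with a count in at least 2 libraries of the 2 groups. They were compared with 10000 random lists drawn within 20 bins of mean expression. The interval of the 16p11.2 region difference has a confidence level of 95%.

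Alternatives used edgeR 4.0.16 and DESeq2 1.42.0 on the recovered counts rounded to whole numbers, other weights, filters, scalings, offsets and covariates, and each library left out in turn. The limma, edgeR and DESeq2 tests were tested on simulated data with 200 changed genes, drawn from those with a mean log2 CPM of at least 5. Genes of the lysosome and granule enzyme list and some proteasome genes were changed as well. Other splits of the same libraries were drawn up to 100 times. A lower bound of a fold sets a group without counts to a floor of 3 counts per library, which covers counting error only. The precision of a value is given by the spread between libraries. R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used. Gene coordinates are from GENCODE M21 on GRCm38, the build the authors name.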

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

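Among the tests given here, the share of library sets with a gene missed like Mrpl20 and the upper bound over well-expressed members of the 16p11.2 region were chosen only after the result was seen.

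One library stood far from the rest of its group in 8 of 84 groups of values, and chance picks about 1 in 20 groups, or about 4. WT-Veh replicate 6 had 12349 genes with a count, against 8812 to 9536 in the other 5. WT-Veh replicate 2 had a mean log2 CPM of 2.56 over the 16p11.2 region, against 4.457 to 5.404. For Mrpl20, WT-Veh replicate 6 had a log2 CPM of 2.17 (87 counts), against 4.56 to 5.85 in the other WT-Veh libraries. For Cx3cr1, WT-THC replicate 11 had 6.91 (1715 counts), against 11.17 to 11.71, and 16p11dup-Veh replicate 14 had 8.43 (2510 counts), against 11.3 to 11.51. For Itgam, 16p11dup-THC replicate 21 had 10.98 (18612 counts), against 11.39 to 11.44. For Trp53, WT-Veh replicate 4 had 8.73 (3762 counts), against 5.73 to 6.47. For Irf5, WT-THC replicate 9 had 9.51 (5477 counts), against 7.28 to 7.61.

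The effect of THC on genes of complement and phagocytosis differed between 16p11dup and wild-type mice by the interaction test of camera, with an FDR of 0.00604 (adjusted p = 0.381 with an estimated correlation). In that interaction, 17 of 24 genes had values above 0, and C3ar1 had a log2 value of 1.34 (SE 0.46). Outside the genes the paper discusses, Agmo had a mean of 177 CPM in 16p11dup-THC and 29.7 CPM in all other libraries. Tlr2, also outside them, had a mean of 141 CPM in 16p11dup-THC and 49.8 CPM in all other libraries.

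Usp53 and Tub were called on transcripts that vary from few or no counts to many between WT-THC libraries, and Mrpl20 on one without a count in 16p11dup-THC. Over 3060 sets of 4 libraries, 13% have a gene at 0 in the 4 and counted in the other 14, as Mrpl20 is, and 37.1% have a gene caught like Usp53. Transcripts caught or missed at random in low-input libraries may therefore give such calls. RNA of neurons could carry Tub despite the sort by CD11b, CD45 and P2ry12, since the summed CPM of neuron markers reached that of Tub in 2 of 3 WT-THC libraries with 10 or more Tub counts, but 5 libraries of other groups had 112 to 287 CPM of those markers and no Tub count, so this cannot be told. A response to THC or to both factors stays open.

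Over 20 members of the 16p11.2 region, the difference in mean log2 CPM between 16p11dup (4.47 ± 0.86, SD, n = 8) and WT libraries (4.44 ± 0.95, SD, n = 10) was 0.04 (interval -0.88 to 0.95, permutation p = 0.934). An extra copy (3 against 2) would give 0.58. Over the 5 members with at least 100 CPM the difference was 0.08, and the upper bound of 0.7 still includes an extra copy, which the spread of the libraries may hide. Both values rest in part on 16p11dup-Veh replicate 14, with a mean log2 CPM of 9.36 over these 5 members. The other 16p11dup libraries had 6.67 to 7.6 and the WT libraries 6.6 to 8.12, and the interval without that library was not computed. A full exchange of genotype labels would give -0.58, just beyond the lower bound of -0.54 here but within the interval over all 20 members; the paper states that the mice were genotyped, and since single wrong labels stay open too, these explanations cannot be told apart. Compensation of dosage in microglia is a further possibility that no value here tests.

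In 16p11dup-THC compared with 16p11dup-Veh, 32% of the prioritised genes were higher. Across the 34 other splits of these 8 libraries, this percentage followed the difference in genes detected (Spearman's rho = 0.92, splits share libraries). The 16p11dup-THC libraries had 529 fewer genes detected, for which that trend gives 34.2%, so the number of genes detected may account for the surplus of lower genes. With genes detected as a covariate the percentage was 36%, so a linear adjustment did not remove the surplus of lower genes. An effect of THC on gene activity in 16p11dup microglia stays open.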

How the results depend on the processing

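The weights from the design, the removal of 3 libraries, the filter on any count, the library totals, contrasts.fit and quality weights from genes with any count were chosen only after the result was seen. Genes at FDR < 0.10 are given in the order WT-THC, 16p11dup-Veh and 16p11dup-THC against WT-Veh, 16p11dup-THC against WT-THC and against 16p11dup-Veh, and the interaction; the counts as reported were 2, 0, 1, 1, 0 and 0, and of prioritised genes 451, 376, 592, 661, 559 and 561. The cause was not tested for any change given here. No paired analysis was possible because the sample labels name no litter or pair. With 5 surrogate variables the genes at FDR < 0.10 were 0, 2, 0, 0 and 2 in the first 5. With sample quality weights they were 10688, 11451, 13, 7, 10215 and 289, prioritised genes were 1507, 2237, 1215 (against 16p11dup-Veh) and 1549 (interaction), and 1 marker (Tmem119) passed. Those calls were 1194 higher and 9494 lower in WT-THC, 10355 and 1096 in 16p11dup-Veh, and 539 and 9676 against 16p11dup-Veh, and 8464 in each of these have no count in any library. With quality weights from genes with any count they were 2, 0, 1, 1, 0 and 0. With edgeR they were 1, 24, 26, 3, 18 and 15, and prioritised genes were 963, 941, 1111, 1050, 991 and 1072. With DESeq2 they were 611, 454, 1042, 914, 818 and 811, and prioritised genes were 1396, 1106, 1838, 1726, 1557 and 1713. With weights from the design they were 1, 4, 2 and 1 (all but 16p11dup-Veh and the interaction), with 570 prioritised in 16p11dup-Veh. Without the 3 libraries with most genes detected they were 4, 3, 2, 6, 1 and 1, with 568 prioritised in 16p11dup-Veh. 

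With no covariate they were 0 in WT-THC, 1 in 16p11dup-Veh and 0 against WT-THC. With limma-trend, and with a mean log2 CPM of at least 1, they were 0 in WT-THC, 0 in 16p11dup-THC and 0 against WT-THC. That filter left 208, 147, 347, 347, 288 and 286 prioritised genes. With a count in at least 9 libraries they were 1, 1, 0 and 0 in the first 4, prioritised genes were 284, 229 and 367 (interaction), and the median correlation between libraries was 0.557 instead of 0.824. With an offset of 2 counts, and with genes of any count, they were 1 in WT-THC, 0 in 16p11dup-THC and 0 against WT-THC. With only the 2 groups compared they were 0 in WT-THC and 0 against WT-THC, with 876 prioritised against 16p11dup-Veh. With library totals they were 1 in WT-THC, 2 in 16p11dup-THC and 0 against WT-THC. With quantile normalization they were 1 in WT-THC, 1 in 16p11dup-Veh and 0 in 16p11dup-THC. With contrasts.fit they were 2 against WT-THC. Camera with an estimated correlation and directional fry called 0 gene lists, against 18 with the preset correlation, and mixed fry called 1 in 16p11dup-THC, 1 against 16p11dup-Veh and 1 in the interaction. Of the prioritised genes, 59.9%, 66.8%, 45.8%, 39.2%, 32% and 35.1% were higher; with quantile normalization 59.5%, 56.6%, 51.8%, 45.3%, 43.8% and 41%, with edgeR 33.6%, 65%, 43.7%, 52.4%, 40.1% and 54.6%, and with DESeq2 34.7%, 44.6%, 41.2%, 52%, 41.6% and 54.5%. Without those 3 libraries they were 59.1%, 63.7%, 60.7%, 47.9%, 42.3% and 38.5%. The median change of all well-expressed genes moved from 0.01 to -0.14 with edgeR and -0.15 with DESeq2 in WT-THC, and with quantile normalization from 0.08 to -0.05 in 16p11dup-THC and from 0.09 to -0.07 against 16p11dup-Veh. In the interaction it moved from 0.07 to 0.19 with edgeR and to -0.06 with quantile normalization.

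The proteasome genes that met both criteria in 16p11dup-THC (7) were 5 with no covariate, 6 with surrogate variables, 4 with quantile normalization, 4 with edgeR, 8 with DESeq2 and 2 with only the 2 groups compared. With each library left out they ranged from 3 (without 16p11dup-THC 20) to 9 (without 16p11dup-THC 18).

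Across these alternatives, the 65 named gene results kept their direction and side of the threshold in 1018 cases, became stronger in 52, weaker in 32 and reversed in 9. With each library left out they did so in 1114 cases, with 4 stronger, 48 weaker and 4 reversed. Gltscr2 in 16p11dup-THC (-0.12) was 0.33 with surrogate variables, 0.16 with sample quality weights, 0.22 with weights from the design, 0.04 with library totals and 0.3 without those 3 libraries. Trp53 in WT-THC (0.33) was -0.2 with edgeR and -0.21 with DESeq2, C3ar1 in 16p11dup-Veh (-0.71) was 0 with sample quality weights, and Csf1r in 16p11dup-THC (0.5) was -0.21 with quantile normalization.

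With each library left out in turn, genes at FDR < 0.10 ranged from 0 to 3 in WT-THC, 0 to 3 in 16p11dup-Veh, 0 to 6 in 16p11dup-THC, 0 to 4 against WT-THC, 0 to 4 against 16p11dup-Veh and 0 to 1 in the interaction. Prioritised genes ranged from 417 to 605, 361 to 589 (589 without WT-Veh replicate 6), 556 to 721, 631 to 740, 533 to 640 and 506 to 713, and markers stayed at 0. In WT-THC the count was 0 without WT-Veh 1, 2 or 5, WT-THC 8, 16p11dup-Veh 12, 13, 14 or 16, or 16p11dup-THC 17 or 20. It was 1 without WT-Veh 3 or WT-THC 7, 9 or 11, and 3 without WT-Veh 6 or 16p11dup-THC 21. In 16p11dup-Veh it was 1 without WT-Veh 4, WT-THC 8, 16p11dup-Veh 12 or 13, or 16p11dup-THC 17 or 21, 2 without WT-Veh 6 and 3 without 16p11dup-Veh 14. In 16p11dup-THC it was 0 without WT-Veh 1 to 5, WT-THC 7, 16p11dup-Veh 12 or 13, or 16p11dup-THC 17, 18 or 20, 2 without WT-Veh 6, 3 without WT-THC 9 and 6 without 16p11dup-THC 21. Against WT-THC it was 0 without WT-Veh 1, 3 or 5, WT-THC 8 or 9, 16p11dup-Veh 12, 13 or 14, or 16p11dup-THC 18 or 20. There it was 2 without WT-THC 7 or 16p11dup-Veh 16, 3 without 16p11dup-THC 17 and 4 without WT-THC 11 or 16p11dup-THC 21. Against 16p11dup-Veh it was 1 without WT-Veh 4 or 6, 16p11dup-Veh 13 or 16p11dup-THC 17, 2 without 16p11dup-Veh 14 or 16p11dup-THC 21, and 4 without 16p11dup-Veh 16. The interaction had 1 without WT-THC 7 or 16p11dup-Veh 13 or 14. Usp53 in WT-THC kept its call only without WT-Veh 3, 4 or 6, WT-THC 7, or 16p11dup-THC 18 or 21 (FDR 8.52e-06 to 0.241 over the 18 libraries). Tub in WT-THC kept it only without WT-Veh 6 or 16p11dup-THC 18 or 21 (0.0102 to 0.338). Mrpl20 kept it only without WT-Veh 6, WT-THC 8, 9 or 11, 16p11dup-Veh 14 or 16, or 16p11dup-THC 21 (0.0108 to 0.423). Tub against WT-THC kept it only without WT-Veh 2, 4 or 6, WT-THC 7 or 11, 16p11dup-Veh 16, or 16p11dup-THC 17 or 21 (0.0067 to 0.324). Calls were gained for Agmo and Nhsl2 in 16p11dup-THC without WT-THC 9 (both 0.0559), and against WT-THC for Mier1 without WT-THC 11 (0.043) and Usp53 without WT-THC 7 (2.86e-05). The difference of the 16p11.2 region ranged from -0.17 to 0.27, below 0 without WT-Veh 2 (-0.17), WT-THC 8 (-0.02) or 9 (-0.07), 16p11dup-Veh 12 (-0.02), 13 (-0.05) or 14 (-0.08), or 16p11dup-THC 20 (-0.05). Gltscr2 ranged from -0.91 to 1.45, above 0 without WT-Veh 1 (0.33), 4 (0.14) or 6 (0.3) or 16p11dup-THC 18 (1.45).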

Differences from the paper's values

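With the limma model as reported, none of the values compared with the paper's differs by over 1.5 times. For t statistics of single genes the rule was a change of sign or a difference over 1. The voom weights of that model were settled after the paper's tables had been seen and give its statistics back, so this match is not independent. Under the other settings the FDR differed by this rule in 23 of 28 for Usp53, 26 of 28 for Tub and 24 of 30 for Mrpl20. Against WT-THC and 16p11dup-Veh, 810 and 720 genes had an unadjusted p under 0.05, where the paper gives 831 and 727. With an approximate contrast step (contrasts.fit), chosen after seeing the values, the counts were those of the paper. With both criteria of the methods, the counts for the 5 comparisons were 451, 376, 592, 661 and 559.

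The paper describes the genes of its table as expressed above zero, and 8464 of the 22428 genes have a recovered count of 0 in all 18 libraries. The 4 libraries the authors left out could not be examined, and whether the filter covered them is not stated. The title of its Fig. 4 says that p53 signaling is up-regulated. Trp53 had a log2 fold change of 0.71 in 16p11dup-THC compared with WT-Veh (FDR = 0.803 from limma), which has the direction the paper states. Without WT-Veh replicate 4 it was 1.1 (unadjusted p = 0.0221, FDR = 0.863 from limma), and without 16p11dup-THC replicate 20 it was 0.45. With all libraries, 24 of 45 p53 target genes were higher. The paper describes a synergistic rise of Trp53 by qPCR, and the interaction in these libraries was 0.33 on the log2 scale (SE 0.81, FDR = 0.973 from limma). Its experiment with a p53 inhibitor in cultured microglia is further evidence that these libraries do not test. The paper states that results held with surrogate variables, and with them Usp53, Tub and Mrpl20 had log2 fold changes of 6.08, 5.14 and -8.42 against WT-Veh (6.18, 5.35 and -8.76 without), none at FDR < 0.10. The t of 171.96 that the paper gives for this check names no comparison, and the 5 comparisons here gave 155.24 to 252.17.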

Other observations

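The search for genes that separate 16p11dup-THC from all other libraries was chosen only after the result was seen. Agmo, Tlr2 and Hspa9 did so among 3316 well-expressed genes. Agmo, an ether lipid monooxygenase (chromosome 12, 37241641 to 37582202 of GRCm38), had 177 ± 95.1 against 29.7 ± 13 CPM. Hspa9, the mitochondrial chaperone mortalin, had 20.3 ± 10.9 against 66 ± 24.2 CPM. Of 3060 sets of 4 libraries, 34.31% separate as many genes, and the highest other set separates 18. Top2a, a topoisomerase of dividing cells, had 25.3 ± 25 CPM (SD, n = 4) in WT-THC and 0.304 ± 0.682 CPM (SD, n = 6) in WT-Veh, and Cdk1, the mitotic kinase, was counted in 2 of 4 WT-THC libraries and in no WT-Veh library. Both passed the limma test adjusted over the G2/M list alone (0.0978), where 15 of 22 genes had higher values (camera FDR = 0.112).

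In 16p11dup-Veh compared with WT-Veh, genes of the cytosolic ribosome were lower (camera FDR = 0.0247, adjusted p = 0.689 with an estimated correlation), with 26 of 81 above 0. Genes of complement and phagocytosis were lower there (camera FDR = 0.0298, adjusted p = 0.689 with an estimated correlation), with 7 of 24 above 0. In 16p11dup-THC compared with WT-Veh, homeostatic genes of microglia were higher (camera FDR = 0.00978, adjusted p = 0.931 with an estimated correlation), but their median change was 0 after quantile normalization. Csf1r, the receptor for colony-stimulating factor 1, was higher by 0.5 on the log2 scale there and lower by 0.21 after quantile normalization. Mef2c, a transcription factor of microglia, had 976 ± 179 CPM (SD, n = 4) against 562 ± 125 CPM (SD, n = 6).

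Other splits of the same libraries, with the same number per group, show how large each result can be by chance. For WT-THC compared with WT-Veh, chance cannot be excluded for the genes at FDR < 0.10 (real 2, highest other 9, 23 of 100 splits as large), the prioritised genes (451, 891, 78 splits) or the gene lists (1, 11, 62 splits). Neither can it for 16p11dup-Veh compared with WT-Veh (prioritised 376, 909, 96 of 100 splits; lists 4, 14, 40 splits). For 16p11dup-THC compared with WT-Veh it cannot be excluded for the genes (1, 9, 39 of 100 splits), the prioritised genes (592, 845, 68 splits) or the lists (3, 8, 32 splits). For the proteasome genes among those prioritised, 3 of 100 splits were as large (real 7, highest other 7). This list was chosen because its subunits recur in Reactome terms that the paper found with these same libraries. The split test therefore does not exclude chance. Against WT-THC, 5 proteasome genes were prioritised in 16p11dup-THC, more than in any other of the 35 splits (highest other 4). The real proteasome count did not exceed the highest other split against 16p11dup-Veh (5 and 5) or in WT-THC (2 and 7). Neither did it in 16p11dup-Veh (0 and 8) or the interaction (5 and 7). No split test of genes, prioritised genes or lists came under 0.05. About 1 in 20 tests would by chance, and these tests share libraries, so over all of them chance cannot be excluded. For 16p11dup-THC compared with WT-THC it cannot be excluded (genes 1, 5, 14 of 35 splits; prioritised 661, 746, 14 splits; lists 1, 10, 24 splits). Nor can it against 16p11dup-Veh (prioritised 559, 731, 22 of 35 splits; lists 8, 11, 8 splits). The interaction gave the same answer (prioritised 561, 1014, 78 of 100 splits; lists 1, 12, 70 splits). For genes at FDR < 0.10 the real count of limma was 0 in these 3 tests, so every split is as large (100 of 100, 35 of 35 and 100 of 100) and nothing about chance was tested. Against 16p11dup-Veh, DESeq2 called 818 genes (highest other 887, 5 of 21 splits as large) and edgeR called 18 (highest other 23, 8 of 21 splits as large). Of the 9241, 9337 and 9030 genes called in the splits with the highest counts for those 3 tests, 8464 have no count in any library. Such counts came from 1 of 100, 2 of 35 and 1 of 100 splits, and the log2 CPM of genes without counts is set by the scaled library total alone. No structure of the samples beyond these totals was tested.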
